# Effect of land use and soil organic matter quality on the structure and function of microbial communities in pastoral soils: Implications for disease suppression

**DOI:** 10.1371/journal.pone.0196581

**Published:** 2018-05-07

**Authors:** Bryony E. A. Dignam, Maureen O’Callaghan, Leo M. Condron, George A. Kowalchuk, Joy D. Van Nostrand, Jizhong Zhou, Steven A. Wakelin

## Abstract

Cropping soils vary in extent of natural suppression of soil-borne plant diseases. However, it is unknown whether similar variation occurs across pastoral agricultural systems. We examined soil microbial community properties known to be associated with disease suppression across 50 pastoral fields varying in management intensity. The composition and abundance of the disease-suppressive community were assessed from both taxonomic and functional perspectives. *Pseudomonas* bacteria were selected as a general taxonomic indicator of disease suppressive potential, while genes associated with the biosynthesis of a suite of secondary metabolites provided functional markers (GeoChip 5.0 microarray analysis). The composition of both the *Pseudomonas* communities and disease suppressive functional genes were responsive to land use. Underlying soil properties explained 37% of the variation in *Pseudomonas* community structure and up to 61% of the variation in the abundance of disease suppressive functional genes. Notably, measures of soil organic matter quality, C:P ratio, and aromaticity of the dissolved organic matter content (carbon recalcitrance), influenced both the taxonomic and functional disease suppressive potential of the pasture soils. Our results suggest that key components of the soil microbial community may be managed on-farm to enhance disease suppression and plant productivity.

## Introduction

Agricultural grasslands are an extensive form of land use and are a key resource in terms of biodiversity and ecosystems services [1]. As global demand for livestock production (food and fiber) increases, pastoral agriculture is undergoing intensification. This is driven by increased inputs of fertilizers and water, alteration of the botanical composition, and shifts in grazing management. Collectively, these lead to new abiotic and biotic environments within which pasture diseases may develop [2].

Diverse and dynamic soil-borne pathogen complexes develop in pastoral agricultural systems [2]. These constrain potential primary productivity and reduce the efficiency (plant utilization per unit growth) of water and nutrient utilization [3]. Due to the complexity of disease symptoms, and their typical manifestation below-ground, yield losses directly attributable to soil-borne pathogens in pastures are often unrecognized and greatly underestimated. Thus, across agricultural systems, soil-borne diseases remain a costly yet intractable management challenge [4].

In disease suppressive soils, consortia of microbial taxa protect susceptible plant hosts from disease caused by soil-borne pathogens [5–9]. This phenomenon is driven either by the competitive activity of the total soil microbiota (general suppression), or the antagonistic potential of an individual or specific group of microorganisms (specific suppression; [10]).

Management of the soil microbial community towards inducing or enhancing disease suppression presents an emerging, and potentially more enduring, approach to disease control in agricultural systems [11]. Managing or ‘engineering’ the soil microbiome in this way may prove to be particularly important in pastoral grasslands where the control of diverse pathogens is complicated by multi-plant-multi-pathogen interactions [2, 12]. To exploit the natural processes that lead to enhanced disease suppression in pastures, and to support farmers in managing pastoral systems towards a more suppressive state, it is important to develop understanding of the occurrence of suppressive microbiota in the field and how these vary spatially, temporally, and with farm management practices.

Members of a diverse range of bacterial genera have been identified as ‘disease suppressive bacteria’. These include *Agrobacterium*, *Arthrobacter*, *Azotobacter*, *Bacillus*, *Burkholderia*, *Collimonas*, *Pantoea*, *Pseudomonas*, *Serratia*, *Stenotrophomonas*, and *Streptomyces* spp. [13]. Of these, *Pseudomonas* spp. have widely been employed as model organisms for the investigation of biocontrol mechanisms [14], as their role in disease suppression has been consistently and independently established across studies [5, 6].

This study surveyed the impacts of land use, biogeography, environment, and soil type on the composition and abundance of the microbial community in pastoral soils. The community was examined with a specific focus on both taxonomic and functional characteristics related to putative disease suppressive potential. Phylogenetic community analyses targeted *Pseudomonas* spp. as a general taxonomic indicator of disease suppressive potential. There is increasing evidence that the bacterial community and specific taxa or functional groups within this are differentially influenced by alterations in soil properties that result from varying farm management practices in both arable (for example, [15]) and grassland (for example, [16]) systems. As such, assessments of the total bacterial community were conducted concomitantly to enable findings associated with *Pseudomonas* to be interpretable as either ‘specific’ to these taxa, or ‘general’ as part of changes in the wider bacterial community. Phylogenetic community analyses was coupled with functional gene microarray analysis (GeoChip 5.0) targeting functional genes putatively linked with suppressive activity: nutrient competition (siderophore production; [17]), hyperparasitism (fungal cell wall degradation; [18, 19]), and antibiosis (secondary metabolite biosynthesis; [13]). While this ecologically based study did not aim to define associative links between soil microbial communities and plant disease incidence, a range of soil properties were assessed to provide fundamental understanding of how *Pseudomonas* communities, and functional genes putatively associated with disease suppression are being significantly modified in pastoral ecosystems.

We hypothesised that: (1) the *Pseudomonas* community structure would be under different selective pressure compared with the wider bacterial community; (2) the abundance of putative disease suppressive functional genes would be lower in soils used for intensive dairy production, compared with lower input pastoral soils (e.g. those used for expansive sheep grazing); and (3) variables associated with changes in the abundance of functional genes would be similar to those associated with the *Pseudomonas* community, but dissimilar to those associated with the total bacterial community.

## Materials and methods

### Soil sampling, physicochemical properties, and DNA extraction

Soil samples were collected from across the North and South Islands of New Zealand between November 2011 and January 2012, as part of the ‘New Zealand 50 Pastures Project’ described by Wakelin et al. [20]. Briefly, a broad survey of 50 New Zealand pasture soils was conducted covering 10 geographical regions and 11 of New Zealand’s major soil types (*sensu* New Zealand soil orders as defined by Hewitt [21]). Soils were sampled with full permission from the private land-owners for each site. No samples were collected without permission, nor from public conservation land.

From each of the 50 pasture sites, a single soil sample was collected. The aim of this work was not to determine variation within a field, farm, or catchment, but rather to assess changes across wider geographical ranges and with underlying soil properties. As such, the microbial community composition was compared within the soil type, nutrient status, and environmental properties associated with each individual site of collection, and comparisons made over the 50 pastures.

Approximately 2 kg of soil was collected at each site from a single sampling point, to a depth of approximately 15 cm [20], and stored at 4°C. Within 5 days of collection, DNA was extracted from 0.25 g of each of the 50 soils, in triplicate, using the PowerSoil DNA extraction kit (MoBio Inc, USA). Triplicate samples were pooled to increase total quantity of DNA available for analysis. The DNA concentration in each sample was quantified by spectrophotometry (ND-1000; ThermoFisher Inc).

For each soil, a comprehensive set of edaphic and environmental properties is available [20]. In addition, hot water extractable carbon (HWEC) and the aromatic content of the dissolved organic carbon (DOC) fraction were empirically measured. HWEC was extracted from 3 g (oven dry-weight equivalent) of field moist soil using the two-step process described by Ghani et al. [22]. HWEC solutions were filtered to 0.45 μm and analyzed by a Shimadzu 5000A TOC analyzer. Aliquots of the HWEC fraction were normalized by total dissolved organic carbon (DOC = total carbon–inorganic carbon) to a final concentration of 45 μg/ml before the aromatic component of the carbon (DOC aromatic content) was quantified by UV absorbance at 254 nm (FLUOstar Omega microplate reader, BMG Labtech; [23]). The complete abiotic dataset used for analysis in this study is given in S1 Table.

Analysis of the data utilised two broad approaches. The first utilised comparison of soil microbial communities among two groups of pastures: those used to support cow grazing for dairy production (pasture group 1 = Dairy), and ‘other’ grazing systems used to support sheep and/or beef grazing (pasture group 2 = Other). At the time of sampling, soils were divided into the two landuse groups, which are synonymous with intensification of grazing systems. In New Zealand’s farming systems, dairy-based grazing is typically highly intensified with inputs of nutrients, and often irrigation, to support continuous pasture production. For example, dairy farms in New Zealand typically use approximately 110 kg ha^-1^ of N fertiliser annually, compared with just 10 kg ha^-1^ N on sheep or beef farms [24]. The underlying differences between dairy and ‘other’ grazed systems, reflecting high or low system intensification, are reflected in a range of nutrients across the two groups [20]. For example, the concentrations of phosphorus, nitrogen and Sulphur (elements associated with fertilizer inputs) are significantly higher in dairy-based systems [20]. This grouped-based analysis aided in testing of H2. The second analysis approach assessed relationships between the soil microbial communities (phylogenetic and functional) and abiotic properties across the entire dataset. Here, it was not expected that variables associated with soil pedology, such as bulk density or Al concentrations, nor environmental variables, such as annual temperature, would be related to landuse or intensification. Analysis across the dataset allowed for testing of potential expression of associations between microbial communities and these variables. Hereon in, we classify soils to high or low farming intensity (dairy or other grazing systems), but use underlying nutrient levels as a measure of the continuum of intensification.

### Community (DNA) fingerprinting

#### Total bacteria: Terminal restriction fragment length polymorphism (TRFLP)

For bacterial community TRFLP analysis, primers 8F and 1520R ([25]; S2 Table) were fluorescently labelled at the 5ʹ and 3’ ends with FAM and HEX, respectively [16]. Each 25 μl reaction mixture contained 400 nM of each primer, 1 × Bioline MyHSTaq reaction buffer, 1 U MyHSTaq DNA Polymerase (BioLine Pty Ltd.), and 2 μl of template DNA (1:100 dilution of 10 ng/μl DNA). Thermocycling conditions are given in S2 Table. Reactions were validated by agarose gel electrophoresis. PCR products were digested (separate reactions), with AluI and CfoI (Promega) to generate fluor-labelled terminal restriction fragments (TRFs) of varying size. Pre- and post-digestion PCR products were purified using AxyPrep Mag PCR paramagnetic bead solution and 96 well magnetic plates, according to the manufacturer’s protocol.

Restriction fragments were separated by capillary electrophoresis (ABI 3730 DNA Analyzer) at the Australian Genome Research Facility (Adelaide, Australia). The lengths (base pairs) of individual TRFs were calculated by comparison to the internal size standard GS500LIZ (Applied Biosystems). Electropherograms were imported into Peak Scanner (Applied Biosystems), visually inspected for sizing quality and peak areas (in base pairs) determined for TRFs 50–500 bp in length. The online tool T-Rex [26] was then used to distinguish true peaks from background fluorescence [27]. The custom R script ‘interactive binner’ [28] provided bacterial community fingerprints by binning peaks to operational taxonomic units (OTUs). Each peak was inferred to be an OTU and the height of each peak used as a measure of the relative abundance of each OTU.

#### *Pseudomonas*: Denaturing gradient gel electrophoresis (DGGE)

A nested PCR approach was taken for the amplification of *Pseudomonas*-specific 16S rRNA gene fragments. Initially, *Pseudomonas*-specific PCR was conducted using primers F311Ps and R1459Ps ([29]; S2 Table). The presence of amplicons of the expected size was validated by agarose gel electrophoresis. Resultant PCR products were diluted 1/10 and used as template DNA for the second, general bacterial amplification using DGGE primers F968-GC and R1378 ([30]; S2 Table). Each 25 μl reaction mixture contained 200 nM of each primer, 1 × Bioline MyTaq reaction buffer, 1 U (*Pseudomonas*) or 0.625 U (Bacteria) MyHSTaq DNA Polymerase (BioLine Pty Ltd.), and 2 μl (20 ng) of template DNA. Thermocycling conditions (S2 Table) and DGGE methodology as described by Wakelin et al. [31]. The 50 PCR products were analyzed in a randomized order across three DGGE gels. Band location and intensity data were collected using TotalLab TL120 software (Nonlinear Dynamics, UK). Each band was inferred to be an OTU and band intensity data considered a measure of the abundance of each OTU.

Utilising a community approach, the primary focus of this study was to investigate relationships between indigenous bacterial and *Pseudomonas* communities, and edaphic, environmental, and farm-management factors. DNA fingerprinting techniques provide a useful exploratory approach to identify ecological patterns and, although affording lower taxonomic resolution than high throughput sequencing, have a similar capacity to correlate abiotic variables with separation in microbial community structure (β-diversity) [32, 33].

### Quantitative PCR (qPCR)

Quantitative PCR was used to assess the size of the bacterial and *Pseudomonas* communities in each DNA sample. Assays were conducted on a Rotor-Gene 6000 detection system (Qiagen). Bacteria-specific qPCR used primers Eub338 and Eub518 ([34]; S2 Table) with SYBR-Green detection. Each 25 μl reaction mixture contained 1 × SensiMix SYBR no-Rox master mix (BioLine Pty Ltd.), 500 nM of each primer, and 2 μl (20 ng) of template DNA. TaqMan-based qPCR was used to quantify *Pseudomonas*-specific 16S rRNA gene fragments. Primers Pse435F and Pse686R were used in combination with the dual-labelled hydrolysis probe Pse449 ([35]; S2 Table). Each 25 μl reaction mixture contained 1 × SensiMix II Probe master mix (BioLine Pty Ltd.), 300 nM of each primer, 150 nM probe and 2 μl (20 ng) template DNA. Thermocycling conditions for both reactions are detailed in S2 Table. Assay specificities were validated by melt curve analysis over a 50–95°C temperature gradient (SYBR-Green) or agarose gel electrophoresis (TaqMan).

The copy numbers of each gene were quantified against a standard curve that related standards of defined DNA concentration with threshold cycle (C_T_) values. Standard curves were generated from 10-fold serial dilutions of plasmid DNA containing the gene fragments of interest with five standard concentrations run in triplicate per assay. The target gene regions were amplified from DNA extracted from either soil or a reference strain (*Pseudomonas fluorescens* F113; AgResearch culture collection no. 1911) and PCR products cloned using the TOPO-TA cloning vector (Invitrogen). Samples were analyzed in triplicate across three machine runs. To account for run-to-run variation, an inter-run calibrator [36] was included in triplicate per run and standard curves adjusted accordingly.

Copy numbers were expressed per gram soil and the relative abundance of *Pseudomonas* spp. was calculated as the ratio between the group-specific qPCR assay and the bacteria-specific qPCR assay. The log_10_ values of bacteria copy numbers and *Pseudomonas*:bacteria ratio were used for statistical analysis. The relationship between standard concentrations and C_T_ values was linear for both qPCR assays across machine runs (R^2^>0.99) and amplification efficiency was consistently above 93%.

### GeoChip analysis of functional genes

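A functional gene array carries probes for microbial genes of known function, and the signal of a probe measures how much DNA with that gene's sequence was in the labelled sample. Each of the 50 pasture soils was hybridised to 1 array, 19 from dairy and 31 from other systems. No soil had a second array, so errors here are the spread over soils, and the number of arrays limits the precision. Of 87643 probes with a signal in at least 1 soil, 27250 were detected in all 50 soils. Dairy soils had 51786 detected probes at the median and an SD of 6419 (n = 19), and other soils had 53265 and an SD of 5678 (n = 31). The mean difference did not pass a two-sided permutation test (p = 0.634). The soils belonged to 11 soil orders, with 14 Brown, 17 Recent and 8 Pallic soils. Only 3 orders (Brown, Recent and Gley) held both land uses, with 6 dairy soils among the Brown and 6 among the Recent soils.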

The composition and abundance of functional genes were determined using the functional gene microarray, GeoChip 5.0 [37]. This is the first generation of the GeoChip to contain a suite of probes for the detection of secondary metabolism genes putatively associated with soil disease suppression. These include: antibiotic biosynthesis genes commonly associated with biocontrol Pseudomonads, *phlD* (2,4-diacetylphloroglucinol), *phzF* (phenazine), and *prnD* (pyrolnitrin); antibiotic biosynthesis genes of non-*Pseudomonas* bacteria, such as *bacA* (bacilysin) and *strR* (streptomycin); and genes required for the biosynthesis of the volatile compound hydrogen cyanide (*hcnB*). Alongside gene sets associated with lytic enzyme and siderophore production, these constitute a subset of 2002 probes (from the 167,044 on the array) that provide coverage of genes with a putative role in the suppression of soil-borne plant pathogens (S3 Table). 

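Most of these probes target enzymes that break down chitin, a polymer of fungal cell walls. The carbon degradation category had 1572 probes, 1036 for chitinase and 536 for acetylglucosaminidase. The nutrient competition category had 127 probes for siderophores, the compounds with which microbes take up iron, divided into 80 bacterial (Sid_bac), 36 fungal (Sid_fun) and 11 archaeal (Sid_arc) probes. Secondary metabolism was covered by 301 probes of 12 genes, from 127 for *phzF* and 82 for *pcbC* down to 3 for *lmbA*. Between 810 and 1380 of the 2002 probes were detected per soil. Genes with few probes had little signal to sum. Of the 8 probes for *bacA*, the bacilysin gene, 1 was detected at the median and none in 6 soils. Of the 5 probes for *spaR*, 1 was detected at the median.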

The selected genes were characterized into one of three categories: (i) carbon degradation (chitinase and acetylglucosaminidase); (ii) nutrient competition (bacterial, fungal and archaeal siderophore production); and (iii) secondary metabolism (antibiotic biosynthesis genes).

Sample DNA (500 ng) was labelled by random priming with the fluorescent dye cyanine 3 and hybridized with the array as previously described ([37]; Institute for Environmental Genomics, University of Oklahoma). Raw data was pre-processed using an established microarray analysis pipeline (http://ieg.ou.edu/microarray/) as described by He et al. [38]. 

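The deposited signal intensities are on a linear scale and lie between 806 and 2510. The mean natural log of the detected signals was 6.99 in every soil, with an SD over soils of 2.3e-05, so the arrays stood at a common level in the deposited values. The total signal of an array was larger where more probes were detected. Spots under the signal-to-noise limit are blank in the deposited values. They counted as not detected and entered sums and composition as 0. Each signal was divided by the total of its array and multiplied by the mean total over the arrays. Within a probe, the median SD of the natural log of the deposited signal over soils was 0.0483.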

Poor-quality spots (signal-noise ratio < 2.0) were removed from the analysis and the signal intensity of each spot was normalized (divided by the total intensity of the microarray and multiplied by the average signal intensity of the microarray), prior to log-transformation of the data.

The gene categories defined above were used collectively (All Genes) and individually to assess the influence of soil properties on functional gene composition among soils (general analysis approach described in [39]). 

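Every array received the same mass of DNA, whatever the soil had yielded. The abundance of a gene per gram of soil was therefore computed as the sum of its normalized signals divided by its number of probes, multiplied by the DNA yield per gram of dry soil (S1 Table) and expressed as log10. DNA yield differed 6.75-fold between the soils with the most and the least DNA. In log10 units the SD of the carbon degradation category over 50 soils was 0.154 per gram of soil and 0.00589 per unit of hybridised DNA. The siderophore category had an SD of 0.160 per gram and 0.0134 per unit of DNA. For *bacA*, which has few probes, these were 0.218 and 0.192 over 44 soils.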

To compare the abundance of individual genes among soil samples, signal intensities were first standardized by the number of probes per gene (to account for disproportionate numbers of probes) and expressed as per gram of soil. Based on correlations among individual genes, 13 gene categories were defined for univariate analysis of functional gene abundance. 

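Chitinase cuts chitin chains and acetylglucosaminidase releases their single sugar units. Over the 50 soils the log10 abundances of both per gram rose together, with Pearson r = 0.998 (permutation p = 1e-05) and Spearman rho = 0.994 (permutation p = 1e-05). This p is the smallest that 100000 resamples can give, and its Benjamini-Hochberg adjusted value over the 5 gene pairs examined was the same. Both abundances are multiplied by the same DNA yield, with whose log10 they had r of 0.999 and 0.998. A high r per gram was thus built in, and the permutation test does not separate it from a link between the genes. Without the 2 soils farthest from the median of chitinase, r was 0.998. Per unit of hybridised DNA, r between both genes was 0.244 (permutation p = 0.0906, adjusted p = 0.189) and rho was 0.312 (permutation p = 0.0276). With signals also left without normalization, a setting added after the values were seen, r was 0.984. The total signal of an array, larger where more probes were detected, then entered both abundances, so this r does not show a link per unit of DNA.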

Chitinase and acetyl-glucosaminidase gene abundances were highly correlated (>0.98), thus the carbon degradation gene category was retained in the dataset. Similarly, bacterial, fungal and archaeal siderophore production gene abundances were highly correlated (>0.94), thus the nutrient competition gene category was retained in the dataset. Likewise, *phzF* (phenazine) and *phzA* (phenazine) were highly correlated (0.98), and therefore *phzF* was retained in the dataset. 

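Siderophore genes of bacteria, fungi and archaea also rose together per gram of soil. Over 50 soils Pearson r was 0.978 between Sid_bac and Sid_fun, 0.957 between Sid_bac and Sid_arc and 0.952 between Sid_fun and Sid_arc. The corresponding Spearman rho values were 0.971, 0.936 and 0.940, and each r and rho had the smallest permutation p that 100000 resamples can give, raw and adjusted (1e-05). Leaving out the 2 soils farthest from the median gave r values from 0.942 to 0.971. These abundances share the DNA yield factor as well, so high r values per gram were built in. When abundance was taken per unit of hybridised DNA, none of these 3 pairs passed the test. Their r values were then -0.126, 0.0822 and 0.224, with permutation p values of 0.380, 0.569 and 0.113. Without normalization as well (added after the values were seen), all 3 passed, with r of 0.894, 0.585 and 0.687. The total signal of the array, which rose with its detected probes, was then shared by all 3 groups.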

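Both genes belong to the phenazine pathway, whose products are antibiotics of soil Pseudomonads. Per gram of soil, Pearson r between *phzF* and *phzA* was 0.985 and Spearman rho was 0.966 over 50 soils (permutation p = 1e-05 for both, the smallest possible with 100000 resamples, and the same after adjustment over the 5 pairs). Without the 2 soils farthest from the median, r was 0.978. Both abundances hold the same DNA yield, so here too a high r per gram was built in. Per unit of hybridised DNA, r was 0.267 (permutation p = 0.0593, adjusted p = 0.189) and rho was 0.237 (permutation p = 0.0972), whereas r was 0.812 when normalization was left out too (added after the values were seen). In that last setting both genes shared the total signal of the array.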

The genes *bacA* (bacilysin), *pabA* (chloramphenicol), *hcnB* (cyanide), *phlD* (DAPG), *lgrD* (gramicidin), *lmbA* (lincomycin), *prnD* (pyrolnitrin), *strR* (streptomycin), *spaR* (subtilin), and *pcbC* (β-lactam) gene abundances were not strongly correlated and were therefore analyzed as individual genes. 

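The 13 genes and categories formed 78 pairs. In 26 of these pairs the log10 abundances per gram of soil reached a Pearson correlation of 0.9 over the soils. None of the 78 pairs reached it per unit of hybridised DNA with normalized signals. Most single genes rest on few probes next to the merged categories, although *pcbC* has 82, with 16 probes for *pabA*, 12 for *hcnB*, 7 for *lgrD*, 6 for *phlD*, and 4 each for *prnD* and *strR*.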

The array contained only one probe for the *pltC* (pyoluteorin) and *prnB* (pyrolnitrin) genes; these were removed from the analysis. GeoChip data (2002 probes) for the 50 soils sampled are available in S3 Table. Furthermore, these data are archived in the NCBI GEO database, accession number GSE112489.

### Statistical analysis

#### Biogeography of bacterial and *Pseudomonas* communities across New Zealand pastoral soils

Relationships between geographic distance (km between sampling points) and soil microbial community composition were tested across the 50 pasture sites spanning New Zealand (total distance ~ 1,300 km). The underlying hypothesis is that if local soil type and/or environmental factors are associated with disease suppressive microbiota, then a link to geographical proximity would be evident in the dataset. However, if influences of management practices (intensification) were dominant, these would override/obscure biogeographical effects.

Pair-wise Euclidean distances between sampling points were calculated from the GPS coordinates. Similarly, ecological ‘distances’ in microbial community assemblages among soils were calculated using the Bray-Curtis method from biological TRFLP or DGGE OTU data (standardised and square root-transformed; [40]). Simple distance-decay relationships were tested among the geographic and biological distance matrices using non-parametric (Spearman’s; ρ) correlation with permutation (x 999) based generation of a null-distribution to enable probability-based confidence (RELATE test; [41]).

#### Influence of land use and soil type on bacterial and *Pseudomonas* communities, and disease suppressive functional genes

Similarity in the composition of disease suppressive genes between soils was calculated from the sub-set of GeoChip data using the Bray-Curtis method (as above). From the respective distance matrices (bacterial, *Pseudomonas*, and functional genes), permutation-based multivariate analysis of variance (PERMANOVA; 999 permutations; [42]) was used to partition variance in composition associated with land use by comparing high (dairy) or low (other) farm system intensification/ landuse types, and soil type (11 New Zealand soil orders; Fig 1). Potential influences of sample distribution across gels (DGGE) on the structure of the *Pseudomonas* community were accounted for in the analysis; these were not significant (PERMANOVA; *P* = 0.302). These analyses were performed in PERMANOVA/PRIMER7 using described methods (PRIMER-E Ltd., UK; [43, 44]).

**Fig 1:**
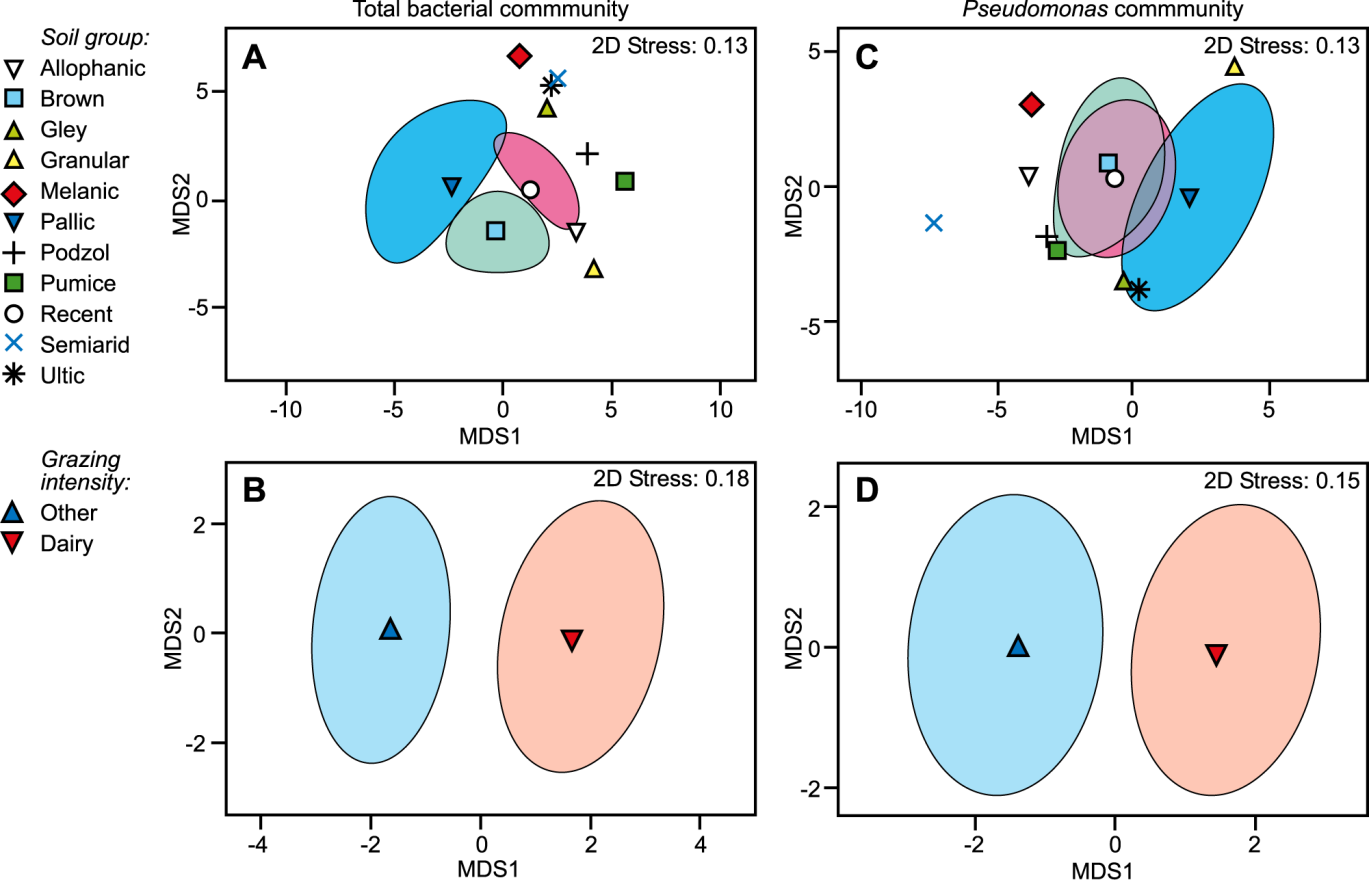
**Influence of soil type and land use on microbial community structure: metric MDS ordination plots of mean total bacterial (A and B) and *Pseudomonas* (C and D) communities.** The structures of the total bacterial and *Pseudomonas* communities were assessed based on the relative abundance of terminal restriction fragments (TRFs) and denaturing gradient gel electrophoresis (DGGE) banding patterns, respectively. Mean communities (individual points) for each land use and soil type were derived from 150 bootstrap averages. For land uses and soil types with sufficient replication, 95% region estimates for the mean communities (clouds) represent the spread of the bootstrap averages. Points and/or 95% region estimates in closer proximity represent groups that share increasing similarity in microbial community structure. Observations are statistically supported by PERMANOVA testing of Bray-Curtis dissimilarity data (S4 Table). Underlying OTU data for T-RFLP and DGGE analysis is available in S5 and S6 Tables, respectively.

Analyses of community size (microbial, qPCR, or functional gene, GeoChip abundance data) were performed in Genstat for Windows (17^th^ Edition). Residual maximum likelihood (REML) analysis of linear mixed models tested for effects of land use and soil type (three New Zealand soil orders; Fig 2). For these three soil orders (brown, recent, and pallic), sufficient sampling replication exists to assess soil-type influences on abundance following a univariate analysis approach.

**Fig 2:**
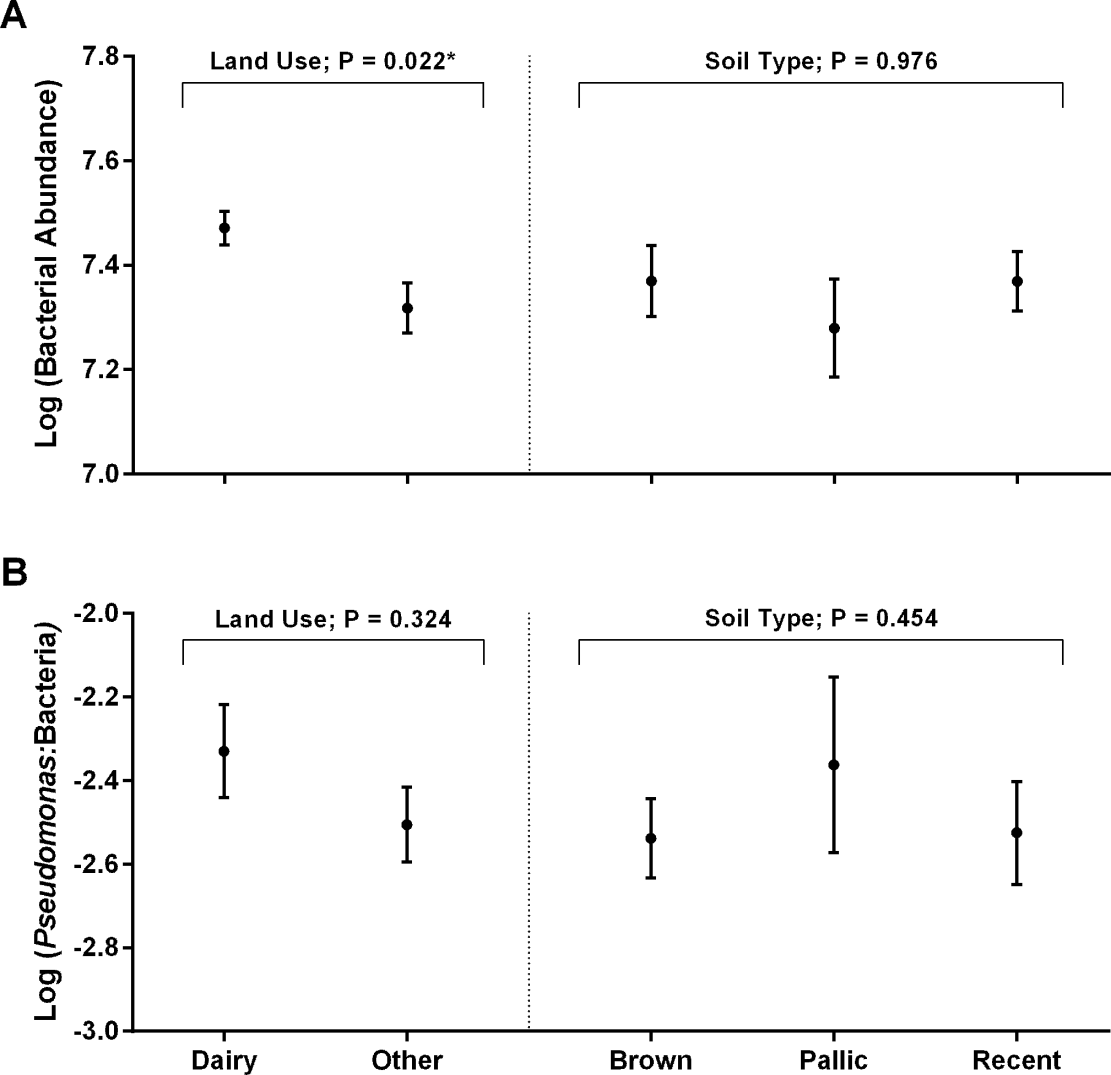
**Influence of land use and soil type on (A) the abundance of the total bacterial community and (B) the relative abundance of the *Pseudomonas* community (mean ± SEM).** The size of the total bacterial and *Pseudomonas* communities were determined by quantitative PCR. The effects of land use and soil type were formally tested by REML analysis (Genstat). Samples were characterized by land use as either high intensity ‘dairy’ systems or ‘other’, relatively lower intensity pasture systems, e.g. sheep and beef grazing systems.

#### Linking edaphic and environmental properties to the composition and abundance of microbial communities and functional genes

To reduce the size of the edaphic and environmental (abiotic) dataset, a correlation matrix was generated and all but one of a highly mutually correlated (>90%) set of variables were removed from the analysis. Skewed abiotic variables were transformed to correct the distribution, and all abiotic variables were normalized to obtain homogeneous variances [44]. The transformed and normalized dataset was applied in both multi- and univariate analysis of the data.

BIOENV analysis (biota and/or environment matching; [45]) was used to find the highest rank correlation (ρ) between the community assemblage data (Bray-Curtis Matrices) and the associated soil and environmental variables (Euclidian Distance Matrix). The rank correlation (ρ) indicates the amount of variation in the assemblage data that can be explained by the BIOENV-selected abiotic variables. BIOENV was optimized for four variables and *P* values derived from non-parametric Mantel-type testing (99 permutations; BIO-ENV, PRIMER).

Step-wise regression analysis was used to select the five abiotic variables that collectively explained the most variation in abundance data. ‘Total bacteria’, as determined by qPCR analysis in this study, was added to the abiotic variables for regression analysis of functional gene abundances (GeoChip).

For all statistical analyses, *P* values were considered significant when ≤0.05 and marginally significant when between 0.05 and 0.10.

### Functional molecular ecological network (fMEN) analysis

To assess co-occurrence patterns, abundance data of individual functional genes (derived from GeoChip hybridization intensity data) was used to generate separate correlation-based networks for high (dairy) and low (other) intensity pasture systems (Fig 3). Nodes in the network represent individual functional genes (labelled as such) and edges, or connections, between nodes represent the strength of the correlation between nodes. Networks were derived from Pearson correlation matrices and connection edges above the threshold of 0.9 are represented by bold lines, while connection edges between 0.8 and 0.9 are represented by fine lines. The appropriate threshold was selected using the random matrix theory (RMT)-based network approach [46] applied to the entire GeoChip dataset. Cytoscape 3.3.0 software was used to visualize networks and network parameters average connectivity and density [46] were calculated to describe differences between network structures.

**Fig 3:**
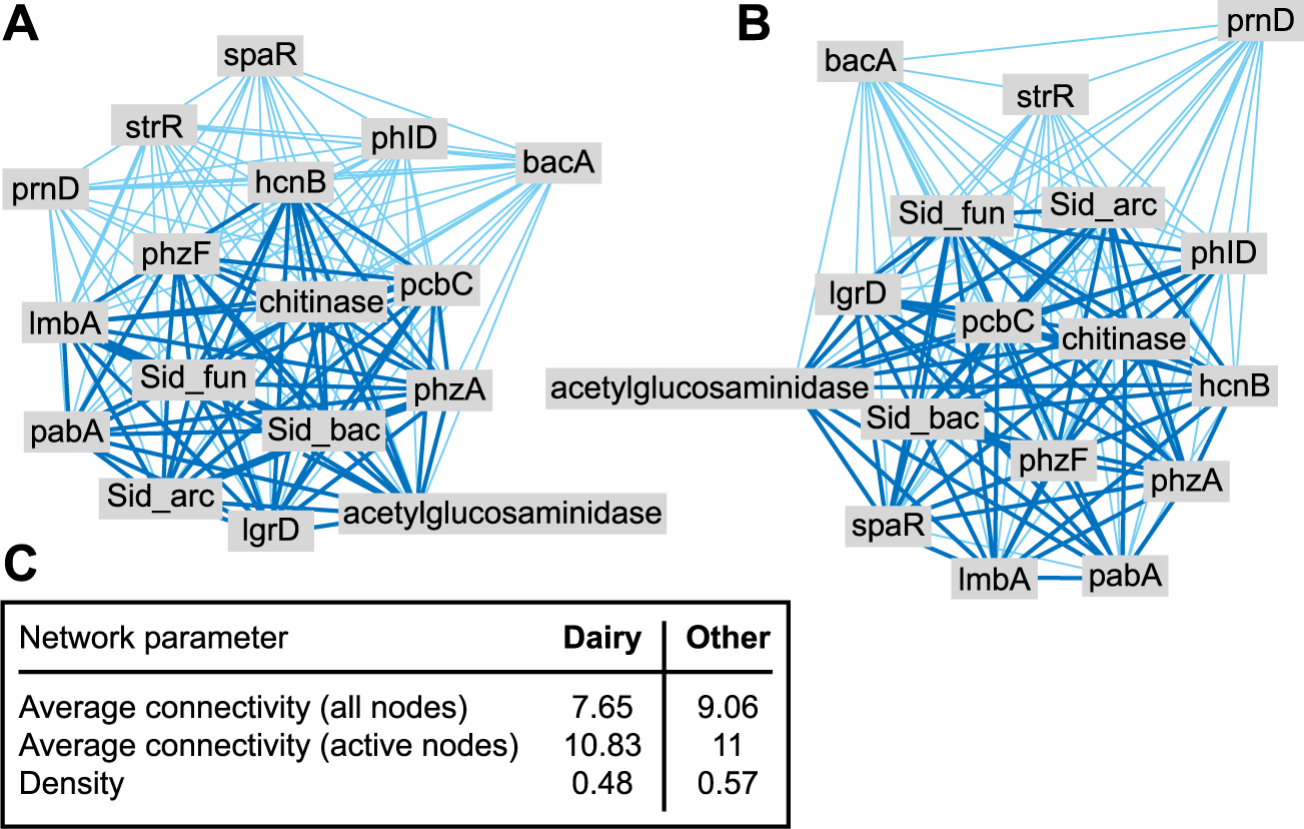
**Network plots of disease suppressive functional gene abundance in (A) dairy (high intensity) and (B) other (low intensity) pasture soil.** Nodes represent each individual gene, rather than gene categories, with a putative role in disease suppression. Edges (blue lines) correspond to associations between genes; bold lines reflect Pearson correlations ≥ 0.9, and fine lines correlations between 0.8 and 0.9. Sid_fun, Sid_arc and Sid_bac represent fungal, archaeal and bacterial siderophore production genes, respectively. (C) Measures of average connectivity and density were higher for other (low intensity) systems than for dairy (high intensity) systems.

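Network density, the share of all 136 gene pairs joined at r of 0.9 or above, was compared between land uses for several ways of building the network. On the log10 scale the dairy network was the denser one. With abundances on the linear scale the order turned, with densities of 0.485 (66 edges) in dairy soils and 0.515 (70 edges) in other soils (two-sided permutation p = 0.876). With Spearman correlations it turned as well, with 45 edges in dairy and 46 in other soils (permutation p = 0.970). Neither difference passed the test. With abundance as the mean over detected probes, all 136 pairs were joined in both land uses, so no difference could show. Per unit of hybridised DNA no pair of genes was joined in either land use with normalized signals, and without normalization, added after the values were seen, 22 pairs were joined in dairy and 11 in other soils (permutation p = 0.0693).

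**Figure D1:**
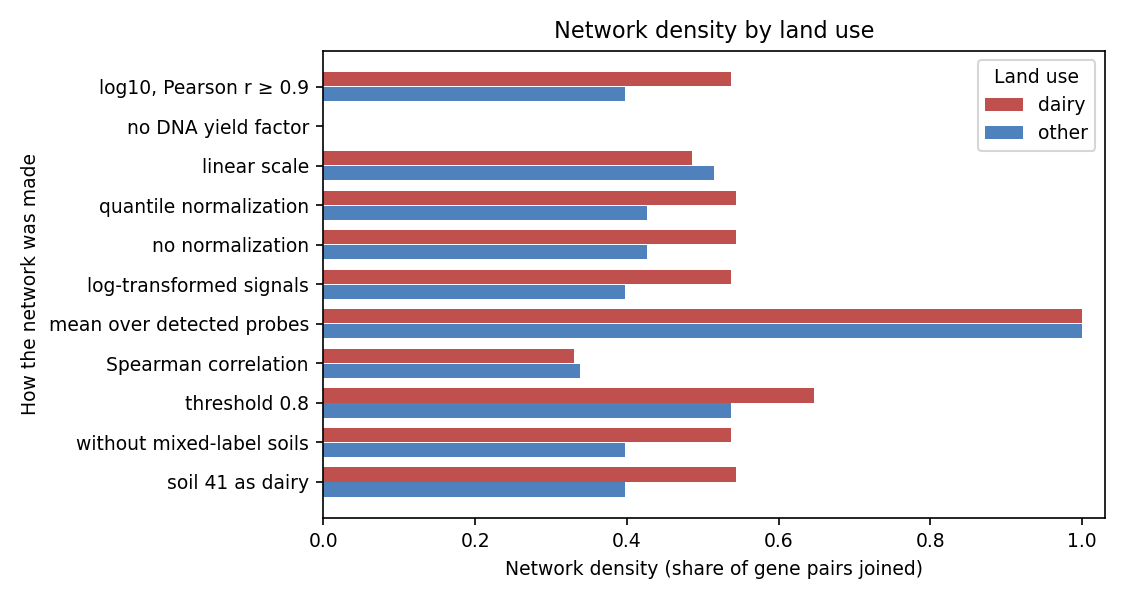
Density of the networks of 17 genes in dairy (n = 19) and other (n = 31) soils, from 0 to 1, with each pair of bars standing for 1 way of building the network. On the log10 scale the dairy bar is longer, and on the linear scale and with Spearman correlations the other bar is slightly longer. Without the DNA yield factor both densities are 0, and with the mean over detected probes both are 1.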

## Results

### Bacterial and *Pseudomonas* community structure and abundance

Soil bacterial community structure was assessed based on the relative abundance of terminal restriction fragments (TRFs; total bacteria) and denaturing gradient gel electrophoresis (DGGE) banding patterns (*Pseudomonas*). Furthermore, the sizes of the bacterial and *Pseudomonas* communities were determined by qPCR analysis. Across the 50 soils, total bacterial 16S rRNA gene abundance was 4.24 × 10^7^ (± 3.78 × 10^5^) per gram of soil, and the *Pseudomonas* community represented less than 1% of this total bacterial community.

There was a distinct lack of association between geographic distance and either total bacteria (*P* = 0.681) or *Pseudomonas* (*P* = 0.408) community structures. Furthermore, when the analysis was constrained to a single soil type (e.g. within Brown soils) or within a land use system (e.g. dairy), no biogeographical influences were present.

The results of PERMANOVA analyses that partitioned the influences of land use and soil type on bacterial and *Pseudomonas* community composition showed that land use impacted the structure of both the total bacterial (*P* = 0.035) and *Pseudomonas* communities (*P* = 0.084) (S4 Table). However, microbial community composition had no relationship to soil type (*P*>0.97). These influences were evident in the MDS ordination (Fig 1). Clear separation of microbial community structures by land use was evident (Fig 1B and 1D), however there was no partitioning of community similarities by soil type (Fig 1A and 1C). It is important to note that a large proportion of the variation in community composition among samples could not be explained by either land use or soil type (residual √CV; S4 Table).

As determined by REML analyses, land use had a significant effect on the size of the bacterial community, with higher numbers of bacteria in soils under dairy pasture compared with those under ‘other’ (lower intensity) pasture systems (Fig 2A). In contrast, the influence of land use intensity on *Pseudomonas* relative abundance was not significant (Fig 2B). Soil type had no effect on either the abundance of bacteria or relative abundance of *Pseudomonas* spp. (Fig 2).

### Linking edaphic and environmental properties to bacterial and *Pseudomonas* communities

The extent to which the variation in microbial community composition could be explained by soil and environmental properties was determined by BIOENV analysis (Table 1). No correlation between the total bacterial community structure and abiotic variables was evident when the analysis was optimized for four variables. However, assessment of individual correlations revealed that variation in pH (5.0–6.8) explained close to 20% of the variation in the structure of the bacterial community (ρ = 0.195; *P* = 0.06).

**Table 1:** Edaphic and environmental properties influencing microbial community structure.

BIOENV Analysis	Bacteria	*Pseudomonas*		
Spearman rank correlation (ρ^a^)	26%	37.1%		
P^b^	0.542	0.059		
**Edaphic & environmental variables**			**ρ**^**c**^	**P**^b^
		Sodium	22%	0.03
		C:P Ratio	15%	0.028
		pH	10%	0.083
		Rainfall	9%	0.122

^a^BIOENV analysis was used to find the highest rank correlation between the bacteria (TRFLP) or *Pseudomonas* (DGGE) community assemblage data and the associated soil and environmental variables. Spearman rank correlations (ρ) indicate percentage variation accounted for by the selected variables. ρ^a^ was optimized for four edaphic and environmental variables.

^b^P values were derived from permutation testing (× 999).

^c^For *Pseudomonas* the correlation was significant and these variables are listed in order of decreasing individual correlations (ρ^b^; RELATE-test).

In contrast, 37% of the variation in *Pseudomonas* community profiles between samples was associated with variation in four soil and environmental properties (Table 1). Soil sodium content was associated with the greatest proportion of this variation (22%). The quality of soil organic matter, rather than the quantity (i.e. carbon availability *sensu* C:P ratio), also had a significant correlation (15%). Individual correlations of *Pseudomonas* community assemblage data with C:N ratio (ρ = 0.131, *P* = 0.081) and DOC aromatic content (ρ = 0.121, *P* = 0.084) supported this finding. The influence of pH on *Pseudomonas* spp. composition (10%) was substantially reduced in comparison to the total bacterial community (19.5%).

Although total bacterial abundance and *Pseudomonas* relative abundance were correlated (*P* = 0.019), the variance accounted for by the regression was only 9.2% (data not shown). To identify which abiotic variables influenced microbial community abundances, step-wise regression analysis was performed (Table 2). With the exception of potassium (selected as the third parameter in both models), the explanatory variables differed between the total bacterial and *Pseudomonas* communities. Soil temperature and DOC aromatic content were the first parameters selected to explain total bacterial and *Pseudomonas* relative abundance, respectively (Table 2). Soil sodium content was the only variable to be negatively correlated with bacterial abundance. DOC aromatic content was positively associated with *Pseudomonas* relative abundance (*P* = 0.003; Table 2). Individual linear regressions attributed 15.6% and 13.5% of the variation in *Pseudomonas* relative abundance to DOC aromatic content and volume weight, respectively.

**Table 2:** Edaphic and environmental properties influencing microbial community abundance.

	Bacteria abundance			*Pseudomonas* relative abundance		
Significance of regression (P)	<0.001			0.007		
R^2^	51.8%			30.3%		
Regression model terms^a^		P^b^	Slope^c^		P^b^	Slope^c^
**1**^**st**^	Soil temperature	<0.001	0.085	DOC Aromatic Content	0.003	0.082
**2**^**nd**^	Sodium	0.002	-0.142	Volume weight^d^	0.129	0.199
**3**^**rd**^	Potassium	<0.001	0.064	Potassium	0.119	0.136
**4**^**th**^	Iron	0.045	0.061	Rainfall	0.16	0.132
**5**^**th**^	Sulphate sulphur	0.067	0.050	Total Calcium	0.155	0.100

^a^Step-wise regression analysis selected the five variables that collectively explained the most variation in the community abundance (qPCR). Terms of the regression model are listed in the order they were added to the model.

^b^*P* values were derived from accumulated analysis of variance.

^c^Slopes of individual regressions describe the relationship between abundance and variables in the regression model.

^**d**^Volume weight is an indicator of soil bulk density.

### Composition and abundance of disease suppressive functional genes

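Composition is the pattern of signals over all probes of a gene category, and it was compared between soils as Bray-Curtis dissimilarity in percent. Differences between soil orders did not stand out from those between soils of the same order. For All Genes, pairs of soils differed by 4.00 to 35.2%. Soil type, fitted after land use, did not pass the test (PERMANOVA with 10000 permutations, p = 0.598 for All Genes, 0.583 for carbon degradation, 0.687 for nutrient competition and 0.647 for secondary metabolism). The square root of its component of variation was -1.83 for All Genes, -1.78 for carbon degradation, -2.24 for nutrient competition and -1.83 for secondary metabolism, where a negative value means that the estimate for orders lies below that for soils within an order. The residual, the spread between soils of the same order and land use, was 11.3, 11.8, 10.5 and 9.25 for the same sets. Over probes detected in all soils the component was positive (0.0582 for All Genes, p = 0.118). Only 3 orders had 8 or more soils, which limits what can be detected.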

Multivariate analyses of three GeoChip gene categories (carbon degradation, nutrient competition, and secondary metabolism) showed no evidence of biogeographical separation (all *P* values >0.114) or influence of soil type (*P*>0.27; Table 3) on functional gene composition. Variation in land use, however, was found to be associated with each of the defined gene-categories (*P*<0.063), and there was support for a soil type × land use effect (*P*<0.097; Table 3). 

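Dairy soils were about as far from other soils in the signals of disease suppressive genes as soils of the same land use were from each other. The mean dissimilarity for All Genes was 14.4 ± 5.89% (SD over pairs) between a dairy and another soil, 13.8 ± 5.29% between dairy soils and 14.9 ± 6.73% between other soils. For secondary metabolism, the antibiotic and cyanide genes, it was 11.6 ± 5.20% between land uses and 11.5 ± 4.97% within dairy soils. After soil type, land use did not pass the permutation test for All Genes (pseudo-F = 0.887, p = 0.412), carbon degradation (pseudo-F = 0.880, p = 0.417), nutrient competition (pseudo-F = 0.638, p = 0.615) or secondary metabolism (pseudo-F = 1.02, p = 0.335). The soil type × land use term had p values of 0.145, 0.142, 0.137 and 0.201 for these sets, and the square root of its component of variation was 4.31, 4.55, 4.16 and 3.01. This term rests on the Brown, Recent and Gley soils, and Gley soils numbered 1 per land use. Dissimilarity followed the difference in the number of detected probes between 2 soils (rho = 0.738 for All Genes, permutation p = 0.0001, the smallest possible), and over probes detected in all soils the residual was 0.151 in place of 11.3.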

The influence of land use was not associated with the environmental or physicochemical soil properties measured in the study. For each of the gene categories, the correlation between functional gene composition and the soil and environmental variables was weak (BIOENV results; Table 3).

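The soils with the most similar properties were not the ones with the most similar gene mixtures. Over 92170 combinations of up to 4 of 39 soil and environmental properties, the highest rank correlation with composition was 0.157 for All Genes, 0.163 for carbon degradation, 0.101 for nutrient competition and 0.148 for secondary metabolism. Combinations with the C/N ratio, total cobalt, potassium and solar radiation gave the first 2 of these. When soils were shuffled and the search repeated 99 times, the median of the highest correlations was 0.241 for All Genes (permutation p = 0.91), and p was 0.90, 0.99 and 0.95 for the categories in the same order. The paper states that the influence of land use was not tied to the soil properties measured, and it describes its own correlations as weak.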

**Table 3:** Influence of soil type, land use and abiotic properties on the composition of disease suppressive genes.

	All Genes		Carbon Degradation		Nutrient Competition		Secondary Metabolism	
**PERMANOVA**^**a**^	**√CV**^**c**^	**P**^**d**^	**√CV**	**P**	**√CV**	**P**	**√CV**	**P**
Soil Type	1.56	0.315	1.78	0.274	0.29	0.43	0.78	0.395
Land Use	4.25	**0.049**	4.48	**0.056**	3.57	**0.063**	3.52	**0.051**
Soil Type x Land Use	3.56	**0.097**	3.75	0.113	3.59	**0.084**	2.67	0.137
Residual	7.91		8.23		7.51		6.7	
**BIOENV**^**b**^								
Spearman Rank Correlation (ρ)	0.202		0.203		0.206		0.194	
P^b^	0.72		0.76		0.76		0.83	

^a^PERMANOVA tested for effects of soil type and land use (‘dairy’ or ‘other’) on functional gene composition.

^b^BIOENV analysis was used to identify soil and environmental variables accounting for the variation (ρ) in functional gene composition.

^c^√CV is the square-root of the component of variation (Anderson et al. 2008),[43], which provides a measure of the size of effect for each component in the analysis.

^d^P values for both analyses were derived from permutation testing (x999; PERMANOVA and BIOENV, PRIMER).

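Differences between dairy and other soils in the amount of each disease suppressive gene per gram were small next to the spread over soils. Chitin-degrading genes of the carbon degradation category had a mean log10 abundance of 3.95 ± 0.171 (SD, n = 19) in dairy and 3.90 ± 0.142 (SD, n = 31) in other soils. The siderophore category had means of 4.03 ± 0.174 and 3.98 ± 0.150. For *hcnB*, which makes hydrogen cyanide, they were 4.06 ± 0.180 and 4.01 ± 0.152, and for *phzF* 4.06 ± 0.170 and 4.01 ± 0.148. The widest gap was that of *bacA*, with 3.41 ± 0.248 (SD, n = 16) in dairy and 3.30 ± 0.193 (SD, n = 28) in other soils, a difference of 0.103 (two-sided permutation test, p = 0.132). The DAPG gene *phlD* differed by 0.0780 (p = 0.132). Means were higher in dairy soils for 12 of 13 genes or categories and lower for *strR*, by 0.022, and every difference was smaller than the SD over soils. All 13 share the DNA yield factor, whose log10 was itself higher in dairy soils by 0.0479 (permutation p = 0.292), and 4 differences changed sign without it and 9 without it and normalization, the latter a setting added after the values were seen. None of the 13 passed at an adjusted p under 0.05 after Benjamini-Hochberg adjustment (lowest adjusted p = 0.402), and none had an unadjusted p under 0.05.

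**Figure D2:**
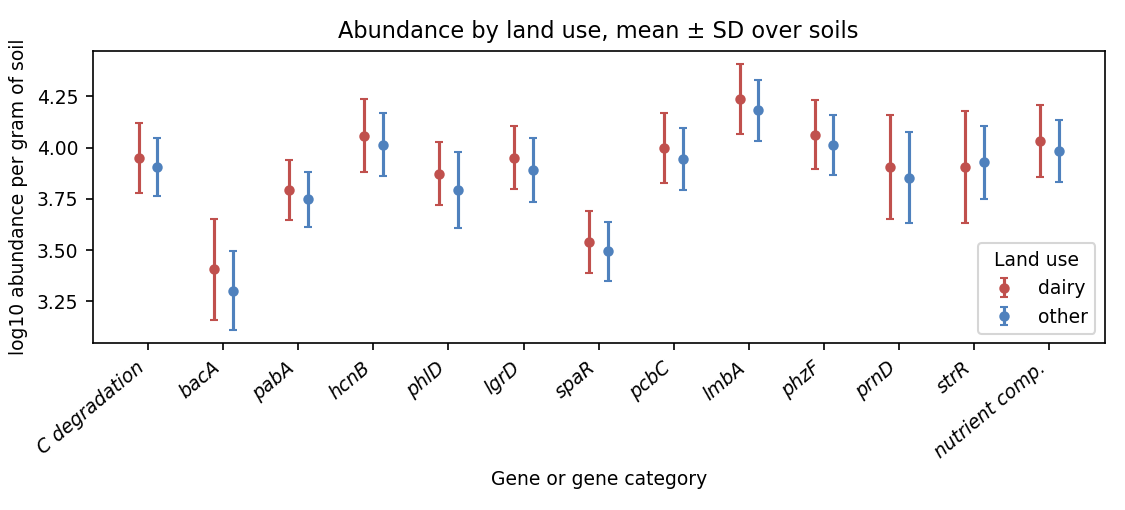
Mean log10 abundance per gram of soil of each gene or category in dairy (n = 19, 16 for *bacA*) and other soils (n = 31, 28 for *bacA*), with bars of 1 SD over soils. The means of both land uses lie within each other's bars for all 13.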

The abundances of 13 individual functional genes/gene categories (see materials and methods) were assessed by univariate analysis. 

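Brown soils had the highest mean for 12 of the 13 genes and categories and Pallic soils the lowest for all 13, with differences that did not pass the test after adjustment. All 13 share the DNA yield factor, so these counts are not independent. Without that factor the adjusted p of the permutation F test was 0.973 for each. All 8 Pallic soils were under other land use, so order and land use are partly mixed. With land use as a covariate the lowest adjusted p was 0.494 (permutation test, *pabA*). The chloramphenicol gene *pabA* had a mean log10 abundance of 3.81 ± 0.127 (SD, n = 14) in Brown, 3.75 ± 0.0784 (SD, n = 17) in Recent and 3.67 ± 0.0859 (SD, n = 8) in Pallic soils (permutation F test, F = 4.88, p = 0.0134, adjusted p = 0.174). Carbon degradation genes had means of 3.95 ± 0.151, 3.93 ± 0.0828 and 3.86 ± 0.0848 in the same orders (permutation p = 0.159). Of the 13 genes and categories, 0 passed at an adjusted p under 0.05 and 1, *pabA*, had an unadjusted p under 0.05. The difference between land uses was not shown to depend on the order, since for none of the 13 did it differ between Brown and Recent soils in a permutation test (lowest p = 0.185, *bacA*).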

There was no effect of land use or soil type on functional gene abundance (REML; data not shown). To determine shared drivers of disease suppressive gene abundance, step-wise regression models were generated for each of the genes/gene categories (S7 Table). 

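For most of these genes, much of the spread in abundance per gram of dry soil went with a few soil properties, of which moisture is part of the DNA yield by definition. A linear model of 4 properties (total carbon, log extractable aluminium, DOC aromatic content and soil moisture) was fitted to each log10 abundance, without bacterial abundance by qPCR, for which no values were at hand. Its adjusted R2 was 74.2% for carbon degradation, 73.0% for nutrient competition, 72.2% for the β-lactam gene *pcbC*, 71.7% for *phzF* and 70.8% for *hcnB*. The median over the 13 genes and categories was 67.8%, and the lowest were 17.1% for *bacA*, 24.5% for *prnD*, 44.0% for *spaR* and 47.7% for *strR*. Over the alternatives, the highest values of these 4 genes were 74.8%, 64.1%, 65.5% and 65.3%. Where abundance is the mean over detected probes, the factors shared by all genes build in a high fit. Such a fit does not show that the low fits come from the processing. All 13 passed a permutation test of the model at an adjusted p under 0.05, but the call for *bacA* was lost on the linear scale, with quantile normalization, without normalization, on the S3 Table scale and per gram of moist soil (adjusted p from 0.0552 to 0.319, the last 2 settings added after the values were seen). Per gram of moist soil the adjusted R2 was 1.87% for *bacA* and 16.6% for *spaR*. In 11 of them p was 0.0001, the smallest that 10000 permutations can give.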

The five biotic and abiotic soil properties most commonly included in individual regression models were fitted as a reduced linear model (Table 4). Regressions with this reduced model were significant (*P*<0.05) for all but one of the suppressive genes/gene categories, and explained between 17% and 61% of the variation in gene abundances (Table 4).

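The fits of the 4-property model here follow the amount of DNA in the soils. The same model explained 73.9% (adjusted R2, permutation p = 0.0001, the smallest possible) of the log10 DNA yield itself. When gene abundance was taken per unit of hybridised DNA, the median adjusted R2 of the 13 genes and categories was -2.04% and 0 of 13 passed at an adjusted p under 0.05 in the permutation test. Once DNA yield was in the model, the 4 properties added nothing that passed the test for any gene, with the lowest p of 0.100 for *hcnB*. The paper proposes that total carbon and soil moisture enter the model because general variables, such as microbial abundance, depend on nutrients and organic matter.

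**Figure D3:**
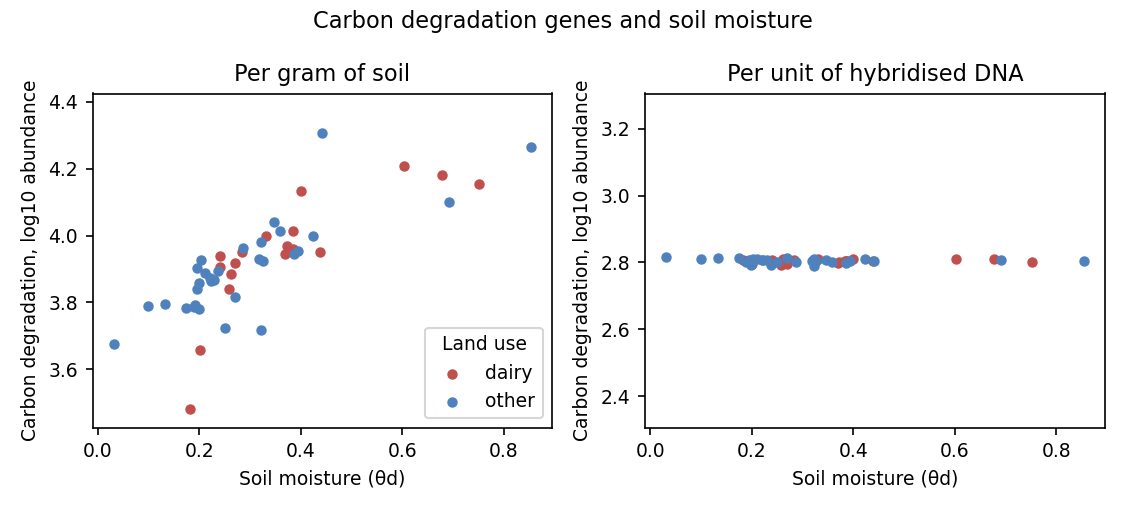
Log10 abundance of the carbon degradation category against soil moisture (θd, water per mass of dry soil) in dairy (n = 19) and other (n = 31) soils, per gram of soil on the left and per unit of hybridised DNA on the right, on y axes of the same length. The points rise with moisture on the left and lie on a flat line on the right.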

**Table 4:** The variation in disease suppressive gene abundance accounted for by a reduced linear model.

	Disease suppressive genes												
	CD^b^	*bacA*	*pabA*	*hcnB*	*phlD*	*lgrD*	*spaR*	*pcbC*	*lmbA*	*phzF*	*prnD*	*strR*	NC^c^
**P Value**	**< .001**	**0.309**	**<0.001**	**<0.001**	**0.002**	**<0.001**	**<0.001**	**<0.001**	**<0.001**	**<0.001**	**0.028**	**0.004**	**<0.001**
**% Variance accounted for by model (R**^**2**^**)**	**49.8**	**2.6**	**43.5**	**52.1**	**29.6**	**52**	**42.1**	**49.2**	**61**	**54.2**	**17**	**26.2**	**53.3**
**Reduced Fitted Model**^**a**^**: **													
Total bacteria	0.030	0.014	0.017	0.042	0.016	0.013	0.002	0.032	0.050	0.042	0.068	0.030	0.036
Total carbon^d^	0.010	0.000	0.009	0.015	0.014	0.010	0.005	0.012	0.015	0.012	0.000	0.013	0.012
Extractable aluminium	-0.013	-0.003	-0.005	-0.018	-0.008	-0.011	-0.007	-0.013	-0.021	-0.016	-0.023	-0.011	-0.015
DOC aromatic content	-0.012	-0.007	-0.006	-0.011	-0.008	-0.008	-0.004	-0.012	-0.017	-0.014	-0.025	-0.015	-0.014
Soil moisture	0.009	0.003	0.004	0.010	0.005	0.010	0.004	0.011	0.021	0.013	0.003	0.013	0.012

^a^The reduced linear model was derived from the five biotic and abiotic variables that most commonly occurred in step-wise regression models generated for the abundance of 13 individual genes or gene categories. The reduced model was fitted by generalized linear model regression analysis. Numbers associated with each variable and functional gene/gene category are the slopes of individual regressions and describe the relationship between a particular variable and the abundance of that gene.

^b^Carbon degradation (CD).

^c^Nutrient competition (NC).

^d^Total carbon is representative of total carbon, organic matter content, total nitrogen and total sulphur (see materials and methods)

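Extractable aluminium is toxic to roots and microbes in acid soils, and its single correlations with gene abundance were weak. In the model of 4 properties, slopes per SD for carbon degradation were -0.0490 for aluminium and -0.0463 for DOC aromatic content. Those for total carbon and moisture were 0.0254 and 0.0965. For *pabA* the slopes in this order were -0.0230, -0.0315, 0.0333 and 0.0793. Single slopes of the model were not tested. The Pearson correlations were negative for all 13 genes and categories, from -0.0809 for *pabA*, where rho was 0.0517, to -0.267 for *hcnB*. For *hcnB*, Spearman rho was -0.240 (permutation p = 0.0939), r without the 2 farthest soils was -0.289, and the permutation p of r was 0.0616 (adjusted p = 0.0966 over the 52 correlations computed, 13 genes by 4 properties). None of the 13 passed with aluminium and none had an unadjusted permutation p under 0.05. With aluminium not logged, r was positive for 8 of the 13.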

The size of the total bacterial community, total carbon (representative of total carbon, organic matter content, total nitrogen and total sulphur), DOC aromatic content, and extractable aluminum were associated with abundances of disease suppressive genes, with each of these variables included in eight or more of the 13 original regression models (S7 Table). 

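Wetter soils held more of all 13 genes and categories per gram of dry soil, and soils with more carbon held more of most. With soil moisture, Pearson r was positive for 13 of 13 genes and categories and all 13 passed at an adjusted p under 0.05 (permutation test, Benjamini-Hochberg over 52 correlations). It ranged from 0.413 for the pyrrolnitrin gene *prnD* to 0.797 for *pcbC*. With total carbon, r was positive for 13 and passed for 11, with a highest r of 0.666 for *pabA*, while *bacA* (adjusted p = 0.0719) and *prnD* (adjusted p = 0.0509) did not pass. Without the 2 soils farthest from the median moisture, r with moisture was between 0.335 and 0.767. Per unit of hybridised DNA, 0 of 13 passed with moisture or with total carbon. Moisture is part of the DNA yield of dry soil by definition, and per gram of moist soil, a setting added after the values were seen, 11 passed with moisture, without *bacA* (r = 0.210, adjusted p = 0.201) and *prnD* (r = 0.213, adjusted p = 0.169).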

In all models, functional gene abundance increased with increasing bacterial abundance, total carbon and soil moisture, and decreased with increasing DOC aromatic content and extractable aluminum (Table 4).

Based on functional gene abundance data, network analysis was used to assess associations among disease suppressive genes from both dairy and other pasture systems (Fig 3). 

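In the 31 other soils, 11 of the 17 genes were joined in 1 dense group. These abundances per gram share the DNA yield factor, without which no edge was left in either land use. Chitinase, acetylglucosaminidase, bacterial and fungal siderophore genes, *hcnB*, *lmbA*, *pcbC*, *phzA* and *phzF* had 10 edges each at r of 0.9 or above, and *lgrD* and the archaeal siderophore genes had 9. The remaining 6, *bacA*, *pabA*, *phlD*, *prnD*, *spaR* and *strR*, had none. The highest r of *pabA* with any gene was 0.890 and that of *phlD* was 0.874, just under the threshold.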

In the low farming-intensity network, the abundance of three out of 17 functional genes had relatively weak correlation (≥0.9) with the other genes (Other; Fig 3B). Whereas, five of the 17 functional genes did not correlate (≥0.9) with the abundance of any other genes in the high intensity network (Dairy; Fig 3A). Furthermore, differences in network structure between land uses were observed; the network parameters connectivity and density were higher in the low intensity (other) network than the high intensity (dairy) network (Fig 3C).

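In the 19 dairy soils, 13 genes were joined. *pabA* had 11 edges and *phlD* had 7, whereas *bacA*, *prnD*, *spaR* and *strR* had none. Their highest r values were 0.683 for *bacA*, 0.833 for *prnD*, 0.799 for *spaR* and 0.851 for *strR*. The 11 genes joined in other soils were also joined here, with 11 or 12 edges per gene.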

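Somewhat more gene pairs were joined in dairy than in other soils on the log10 scale, and land use labels placed at random gave differences as large. All 17 abundances share the DNA yield factor, and without it both networks had 0 edges. The edges per gram thus do not separate a link between genes from the shared DNA yield. Of 136 gene pairs, 73 were joined in dairy soils (density 0.537, average connectivity 8.59) and 54 in other soils (density 0.397, average connectivity 6.35). The density difference of 0.140 did not pass a two-sided test with 10000 permutations of land use over soils (p = 0.180). The difference was 0.0809 without soil 33 and 0.0956 without soil 18, which had the lowest DNA yield of all soils. The dairy network had fewer soils, which changes how often chance lifts a correlation over the threshold. In 1000 draws of 19 other soils, the median density was 0.404 and 95% of the draws lay between 0.25 and 0.537. From connectivity and density (Fig 3C), the paper proposes a more complex network under lower intensity pasture, and adds that such networks need further experimental work.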

## Discussion

### Land use and soil chemical properties are key drivers of total bacteria and *Pseudomonas* communities

Land use intensification was identified as a key factor associated with variation in the structure of both total bacterial and *Pseudomonas* communities, and also the abundance of bacteria. Soil properties that differed between land uses in these soils were primarily associated with fertilizer inputs (phosphorus, nitrogen and sulphur; [20]), and carbon recalcitrance (DOC aromatic carbon; this study). Although these properties were associated with alteration of *Pseudomonas* community composition and variation in bacterial abundance, they were not linked to variation in bacterial community structure.

In agreement with multiple observations across local, regional and continental scales [47–49], variation in soil pH was the primary variable associated with bacterial community composition. Soil pH did not differ between land uses, and explained 20% of the variation in bacterial community structure. As such, a large proportion of the remaining variation was unaccounted for and likely attributable to factors not directly measured in our study, for example stocking rate or the botanical composition of the pastures.

*Pseudomonas* bacteria were used as an indicator group for putative disease suppressive potential in these pasture soils [5, 6]. The structure of the *Pseudomonas* communities in soils varied with soil organic matter quality (C:P ratio; nutrient stoichiometry), a finding directly supported by previous studies conducted under long-term, controlled, field-based manipulation of P inputs [31]. In the current study, the C content in the soils was similar between land-uses [20]; as such, variation in C:P ratio was most likely driven by higher mineral fertilizer inputs in the high-input (dairy) systems. Similarly, the abundance of *Pseudomonas* bacteria was correlated with the aromaticity of the dissolved organic carbon (DOC) content of the soil, a finding supported by studies in which *Pseudomonas* communities were shown to be sensitive to the soil DOC fraction under grass-clover leys [50]. These findings may have important implications for the potential to manage populations of these bacteria through alteration of soil organic matter quality. This may be achieved, for example, by managing the timing and magnitude of fertilizer inputs, or through inputs of farm-yard manure or plant residue management [31, 51].

There was no influence of biogeographic (spatial) distance on the structure of the bacterial community in these New Zealand pastoral soils. This finding is important as it indicates that factors that vary on the scales studied, particularly environmental conditions or regional soil types, are unlikely to be important, first-order drivers of the general soil microbial communities in managed pastoral ecosystems. These findings are in broad agreement with other studies of soil bacterial biogeography across landscapes spanning a similar range in latitude to our study (~1300 km) [52].

The finding that total bacterial and *Pseudomonas* community size and composition did not vary with soil type is in contrast to previous studies where significant influences of soil type on microbial communities have been found in both bulk [53] and rhizosphere soil [54]. This may reflect that while soils in this study were selected to represent a range of New Zealand soil orders, they were all collected from under pastoral agriculture where soil properties had been managed to optimize plant production. It is, therefore, not surprising that the inputs into these systems, as reflected in soil chemistry, were of greater importance than soil pedogenesis in structuring soil communities.

Collectively, these findings demonstrate that there are some common factors influencing variation in both total bacterial and *Pseudomonas* communities (land use and specific soil properties, such as pH), on this basis, H1 was rejected. However, factors associated with variation in *Pseudomonas* communities alone, notably soil organic matter quality, can be considered ‘specific’ to this taxa.

### Land use intensification impacts on disease suppressive functional gene composition and microbial community networks

Land use intensification was identified as a key factor influencing the composition of all putative disease suppressive functional gene categories. The impact of agricultural management on functional gene composition was not driven through changes in the soil properties measured in this study but as our study is the first to focus specifically on putative disease suppressive functional genes using GeoChip, comparable studies that target a range of disease suppressive genes are required to verify such findings across a broader range of land uses.

Ecological networks based on functional gene abundance data provide a means of visualizing interactions among members of the microbial community carrying these functional genes, and how these interactions differ between farming systems [55]. 

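Single probes were compared as signal per unit of hybridised DNA, a different quantity from the abundance per gram of soil. Of the 1137 probes of disease suppressive genes that were detected in at least 25 soils, 0 differed between dairy and other soils at an adjusted p under 0.05 from limma, and 4 had an unadjusted p under 0.05. This is a smaller share than the 0.05 that chance gives for independent probes. The lowest p belonged to a chitinase probe with a log2 difference of 0.10 (standard error 0.04, p = 0.0266, adjusted p = 0.999 from limma). The median log2 difference over these probes was 0.023, close to that over the whole array (0.021). The median standard error of a single probe was 0.05. With quantile normalization and without normalization, 40 and 38 probes had an unadjusted p under 0.05 from limma, and 0 passed. On simulated signals for the 51833 probes of the whole array with these group sizes, limma recovered 61 of 100 probes changed by 0.2 on the log2 scale and 1 of 100 changed by 0.1. Each simulated probe was drawn independently with its spread after division by array totals. In the real data all probes of an array share that total, so their spread is not independent. The recovery therefore does not tell how many real changes of that size would be found.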

The abundance of individual genes did not differ significantly between land uses (H2 was rejected) but network analysis revealed associations (co-variance) among these genes were affected by land use. 

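On the log10 scale, the genes with no edge in either network were *bacA*, *prnD*, *spaR* and *strR*. With the mean over detected probes, all 136 gene pairs were joined in both land uses, those of these genes included. Detected signals span a narrow range, so DNA yield and array total, shared by all genes, set nearly all of that abundance. The reduced model of 4 soil properties had its 4 lowest fits for these genes, with an adjusted R2 of 17.1% for *bacA* (permutation p = 0.0215, n = 44), 24.5% for *prnD* (permutation p = 0.0017), 44.0% for *spaR* and 47.7% for *strR*. The highest values over the alternatives were 74.8%, 64.1%, 65.5% and 65.3%. A high fit over detected probes is built in and does not show that the low fits come from the processing. Over detected probes, r with moisture was 0.754 to 0.813 for all 13 genes and categories, these 4 genes included, a likeness built in by the shared factors. Each of them was detected by few probes per soil, with a median of 1 for *bacA*, 2 for *prnD*, 1 for *spaR* and 3 for *strR*. The first 3 of these medians were lower than those of all other genes in the networks, while *phlD* and *lmbA* also had a median of 3. Of these, *phlD* had no edge in other soils, 7 in dairy soils and the next lowest fit (52.9%), and *lmbA* had 10 and 11 edges and an adjusted R2 of 67.8%. The SD of their log10 abundance per unit of hybridised DNA was 0.192, 0.183, 0.125 and 0.141, wider than that of any other of the 17 genes, where the highest was 0.0878 for *phlD*. The fit of *bacA* no longer passed on the linear scale (adjusted p = 0.0780), with quantile normalization (adjusted p = 0.0596), without normalization (adjusted p = 0.0552) or without the DNA yield factor (adjusted p = 0.891), nor in 3 settings added after the values were seen, the S3 Table scale (adjusted p = 0.0561), per gram of moist soil (adjusted p = 0.319) and with neither normalization nor DNA yield factor (adjusted p = 0.974).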

Further, it is interesting to note that the genes which fall outside of the ≥0.9 correlation threshold in both networks are also those for which the explanatory model of soil properties was either insignificant or explained a relatively low proportion of the variation in abundance (Table 3).

The greater connectivity and density of the ‘other’ farming system network, in comparison to that of the dairy farming systems, indicate that the structure of the network and interactions among functional groups are more complex under lower intensity pasture. Increased complexity of network structures may reflect stronger coupling or association of processes within the soil community, potentially contributing to greater stability of function [56]. Network analysis is an emergent procedure and provides a ‘conceptual framework’ that requires further experimental validation [56]. However, the sensitivity of functional molecular ecological network structure to variation in land use observed here was also revealed in response to varied land cover (forest succession; [56]) and environmental change (elevated CO2; [55]). Collectively, our results suggest that, in addition to impacting upon microbial community structure (Fig 1) and functional composition (Table 3), land use also affected the associations among these communities.

### Shared drivers of disease suppressive functional gene abundance

The reduced linear model of biotic and abiotic soil properties explained up to 61% of the variation in the abundance of 12 of the 13 putative disease suppressive functional genes/gene categories studied (Table 3). As suppressive modes of action are not mutually exclusive, multiple antagonists with a range of these functions may act together to suppress disease [57]. As such, the explanatory model was comprised of five variables shared among models generated for individual genes/gene categories with putative roles in carbon degradation (hyperparasitism), nutrient competition (siderophore production), and antibiosis (secondary metabolite biosynthesis). Although the distribution or occurrence of these functional genes under pastoral agriculture has been vastly understudied [2], the abundance of microbes associated with these functions has been shown to positively correlate with disease suppression in arable and natural grassland soils [13, 17–19, 58, 59].The biotic and edaphic properties positively correlated with abundance of these functional genes (Table 3) present opportunities by which the disease suppressive potential of soils may be managed and enhanced in pastoral systems. It will be important to validate associations between functional gene abundance and soil disease suppressiveness in pastoral ecosystems.

The abundances of all putative disease-suppressive functional genes/gene categories were positively correlated with the size of the bacterial community (total bacteria), total carbon, and soil moisture. It is possible that the inclusion of bacterial abundance in this model reflects the large proportion of the selected probes that were designed based on sequences of bacterial origin (S3 Table); probe design remains a limitation of functional gene microarrays [38]. However, the model was significant (and the relationship with total bacteria the same) for gene categories that also contained fungal and archaeal probe sequences (i.e. carbon degradation and nutrient competition). Therefore, it is likely that the inclusion of bacterial abundance in the model is also indicative of an influence of variation in the wider microbial community, for example, microbial biomass or fungal:bacterial ratios.

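The carbon degradation category, which has the most probes, serves as an example of the relation with moisture and carbon. Its log10 abundance had a Pearson r of 0.796 and a Spearman rho of 0.859 with soil moisture, each with the smallest permutation p that 100000 resamples can give (1e-05, adjusted p = 2.6e-05 for r), and r was 0.764 without the 2 soils farthest from the median moisture. With total carbon r was 0.650 and rho 0.501 (permutation p = 1e-05 and 0.00026), and r was 0.580 without the 2 farthest soils. DNA yield per gram of dry soil had nearly the same relations, with r = 0.797 and rho = 0.869 for moisture (permutation p = 1e-05 for both, r = 0.764 without 2 soils) and r = 0.646 and rho = 0.501 for total carbon (permutation p = 1e-05 and 0.00029). Per unit of hybridised DNA, r of the category with moisture was -0.0288.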

Our results suggest that practices that enhance the size of the bacterial community may also enhance the size of the disease suppressive community in pastoral soils. The additional incorporation of abiotic properties total carbon (representative of organic matter, total N and total S; see materials and methods) and soil moisture in the explanatory model is likely reflective of the dependence of general variables, such as microbial abundance, on nutrient availability and organic matter content [60]. Enhancing microbial abundance and activity through the addition of organic matter to soil is often associated with increased suppressiveness toward soil-borne plant pathogens [61]. Notably, this mechanism is typically referred to as general suppression [61], the enhancement of which has been identified as a potential opportunity to manage diverse soil-borne diseases in pasture systems [2].

The abundances of all putative disease suppressive genes/gene categories were negatively correlated with DOC aromatic content, a measure of carbon recalcitrance. This suggests that, in addition to organic matter quantity (total carbon), the abundance of these functional genes is sensitive to soil organic matter (SOM) quality and could be enhanced under copiotrophic conditions where labile carbon and nutrient availability is increased. 

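Aromatic dissolved organic carbon is harder to degrade, and its single correlation with gene abundance passed the test for 1 of 13 genes and categories. Pearson r was negative for 13 of 13 per gram of soil, and positive for 8 of 13 without the DNA yield factor. Only *strR*, the streptomycin regulator, passed at an adjusted p under 0.05, with r = -0.342 (permutation p = 0.0149, adjusted p = 0.0311 over 52 correlations), rho = -0.293 (permutation p = 0.0391, adjusted p = 0.0813) and r = -0.371 without the 2 farthest soils. Carbon degradation had r = -0.297 (permutation p = 0.0365, adjusted p = 0.0678) and rho = -0.133 (permutation p = 0.359). The weakest relation was that of *spaR*, with r = -0.133 (permutation p = 0.355) and rho = -0.0562 (permutation p = 0.697). The call for *strR* was lost on the linear scale and per unit of hybridised DNA, among other settings.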

The similarity in variables associated with functional gene abundance and *Pseudomonas* community composition, notably SOM quality, provides support for our hypothesis that there would be common drivers of these components of the soil microbial community (H3). Our study provides novel evidence for the association of SOM quality with a wide array of functional genes with putative disease suppressive function. This may provide mechanistic insights into the reduction of disease severity associated with suppressive organic amendments that support copiotrophic communities.

Despite inherent limitations (lack of microbial species identity and failure to distinguish between active and inactive microbial cells; [15]), the GeoChip array provides insight into the presence of and diversity within known biological functions, and therefore, a way of linking microbial diversity to ecosystem processes and functions [38]. However, as changes at the gene or genus levels may not translate to changes in ecosystem processes [62], it will be important to rigorously test the relationship between the abiotic drivers identified here and disease suppressive function.

## Conclusions

This study has demonstrated the substantial effects of land use intensification and soil properties on both the structure and function of microbial communities putatively associated with soil suppressiveness. Independent of the total bacterial community, soil properties were identified as unique drivers of the *Pseudomonas* community, a potential taxonomic indicator of disease suppressive potential. Furthermore, our results suggest that the manipulation of abiotic soil properties related to the size and activity of the microbial community may simultaneously enhance the abundance of a wide array of disease suppressive functions in soil. Importantly, soil organic matter quality was shown to influence both the taxonomic (*Pseudomonas*) and functional disease suppressive components of soil. Collectively, our results provide opportunities by which these soil components may be managed on-farm.

The following hypotheses were derived from this study: (1) *Pseudomonas* species composition and function are sensitive to pastoral management-induced changes in SOM quantity and quality, e.g. via plant residue management; and (2) management-induced changes in *Pseudomonas* community structure and function will provide microbial predictors of soil suppressiveness. Detailed experiments that combine microbiome characterization and plant-pathogen bioassays are now required to test these hypotheses, thereby determining whether *Pseudomonas* communities and functional gene abundances provide accurate microbial predictors of disease suppressive potential in these soils. Such experiments would determine whether specific soil microbial community manipulation, stemming from dedicated management practices, translate to changes in disease suppressive potential and ultimately pastoral production.

## Supporting information

S1 Table Physico-chemical and environmental properties of 50 New Zealand pasture soils.

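Each soil has 1 value per property in this table, so no error can be given for a single soil. Moisture (θd) is the mass of water per mass of dry soil. DNA yield per gram of dry soil equals the DNA concentration of the extract, multiplied by 1 + θd and by 0.4, in all 50 soils, so that moisture enters the DNA yield of dry soil by its definition. Per gram of moist soil, the log10 DNA yield still rose with moisture (Pearson r = 0.618, permutation p = 2e-05, Spearman rho = 0.716, permutation p = 1e-05, and r = 0.592 without the 2 soils farthest from the median moisture).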

S2 Table PCR primers and thermocycling conditions used for assessing the structure and size of total bacterial and *Pseudomonas* communities in soil DNA.

S3 Table GeoChip 5.0: Probes that provide coverage of genes with a putative role in the suppression of soil-borne plant pathogens.

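The table lists the log-transformed signal of each probe in each soil, with blanks where a probe was not detected. The copy at hand was shortened and held 1346 probes and 44 soils. Its 33569 values belong to the same spots as the deposited signals, with 0 spots blank in one source only. The natural log of the deposited signal was higher than the table's value by 5.99 to 6.09, evenly spread over this band with an SD of 0.0288. The source of that spread is not stated. Within a probe, the difference had an r of 0.449 with the natural log of the deposited signal and -0.00309 with the table's value. The spread thus went with the deposited signals, which the main results here use. The median SD within a probe over soils was 0.0501 for the table's values and 0.0582 for the natural log of the deposited signals of the same probes.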

S4 Table Influence of soil type and land use on microbial community structure.

S5 Table Total bacteria (T-RFLP) OTU data.

S6 Table *Pseudomonas* (DGGE) OTU data.

S7 Table Individual step-wise regression models for each disease suppressive gene/gene category.

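Step-wise regression adds and drops soil properties one at a time and keeps those that explain the most variation in a gene's abundance. The models in this table use soil and environmental properties (S1 Table) together with the bacterial abundance from qPCR. The authors kept 1 property of each closely correlated set before the analysis, so total carbon stands also for organic matter, total nitrogen and total sulphur.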

# Supplementary material for: Effect of land use and soil organic matter quality on the structure and function of microbial communities in pastoral soils: Implications for disease suppression
**Source:** PLoS One. 2018 May 7;13(5):e0196581. doi: 10.1371/journal.pone.0196581
**Supplement:** S2 Table

**S2_Table.** PCR primers and thermocycling conditions used for assessing the structure and size of total bacterial and *Pseudomonas* communities in soil DNA

| **Molecular application** | **Primer** | **Sequence (5’ – 3’)** | **Reference** | **Thermocycling conditions** |
| --- | --- | --- | --- | --- |
|  | | | | |
| *Pseudomonas* PCR-DGGE:  *Pseudomonas*-specific PCR | F311Ps  R1459Ps | CTGGTCTGAGAGGATGATCAGT  AATCACTCCGTGGTAACCGT | Milling et al. ([2005](#_ENREF_5)) | 95°C for 3min;  30 cycles of 95°C for 30s, 63°C for 60s and 72°C for 60s; 72°C for 10min. |
| *Pseudomonas* PCR-DGGE:  General bacteria PCR | F968-gc  R1378  gc | gc-AACGCGAAGAACCTTAC  CGGTGTGTACAAGGCCCGGGAACG  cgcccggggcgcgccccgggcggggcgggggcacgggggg | Heuer et al. ([1997](#_ENREF_3))  Nubel et al. ([1996](#_ENREF_7)) | 95°C for 3min;  25 cycles of 95°C for 15s, 56°C for 30s and 72°C for 30s; 72°C for 30min. |
| Bacteria T-RFLP | 8F  1520R | AGAGTTTGATCCTGGCTCAG  AAGGAGGTGATCCAGCCGCA | Weisburg et al. ([1991](#_ENREF_8))  Edwards et al. ([1989](#_ENREF_2)) | 95°C for 3min;  30 cycles of 95°C for 30s, 55°C for 30s and 72°C for 60s; 72°C for 10min. |
|  | | | | |
| Bacteria qPCR | Eub338  Eub518 | ACTCCTACGGGAGGCAGCAG  ATTACCGCGGCTGCTGG | Lane ([1991](#_ENREF_4))  Muyzer et al.([1993](#_ENREF_6)) | 95°C for 10min;  40 cycles of 95°C for 30s, 53°C for 30s and 72°C for 30s. |
| Pseudomonas qPCR | Pse435F  Pse686R  Pse449 (Probe) | ACTTTAAGTTGGGAGGAAGGG  ACACAGGAAATTCCACCACCC  Fam-ACAGAATAAGCACCGGCTAAC-BHQ | Bergmark et al. ([2012](#_ENREF_1)) | 95°C for 10min;  40 cycles of 95°C for 30s and 60°C for 60s. |

Bergmark, L., Poulsen, P.H.B., Al-Soud, W.A., Norman, A., Hansen, L.H., Sørensen, S.J., 2012. Assessment of the specificity of Burkholderia and Pseudomonas qPCR assays for detection of these genera in soil using 454 pyrosequencing. FEMS microbiology letters 333, 77-84.

Edwards, U., Rogall, T., Blöcker, H., Emde, M., Böttger, E.C., 1989. Isolation and direct complete nucleotide determination of entire genes. Characterization of a gene coding for 16S ribosomal RNA. Nucleic Acids Research 17, 7843-7853.

Heuer, H., Smalla, K., van Elsas, J.D., Trevors, J.T., Wellington, E.M., 1997. Application of denaturing gradient gel electrophoresis and temperature gradient gel electrophoresis for studying soil microbial communities. Modern soil microbiology., 353-373.

Lane, D., 1991. 16S/23S rRNA sequencing. In: Nucleic acid techniques in bacterial systematics. pp. 125-175.

Milling, A., Smalla, K., Maidl, F.X., Schloter, M., Munch, J.C., 2005. Effects of transgenic potatoes with an altered starch composition on the diversity of soil and rhizosphere bacteria and fungi. Plant and Soil 266, 23-39.

Muyzer, G., De Waal, E.C., Uitterlinden, A.G., 1993. Profiling of complex microbial populations by denaturing gradient gel electrophoresis analysis of polymerase chain reaction-amplified genes coding for 16S rRNA. Applied and environmental microbiology 59, 695-700.

Nübel, U., Engelen, B., Felske, A., Snaidr, J., Wieshuber, A., Amann, R.I., Ludwig, W., Backhaus, H., 1996. Sequence heterogeneities of genes encoding 16S rRNAs in Paenibacillus polymyxa detected by temperature gradient gel electrophoresis. Journal of bacteriology 178, 5636-5643.

Weisburg, W.G., Barns, S.M., Pelletier, D.A., Lane, D.J., 1991. 16S ribosomal DNA amplification for phylogenetic study. Journal of bacteriology 173, 697-703.

# Supplementary material for: Effect of land use and soil organic matter quality on the structure and function of microbial communities in pastoral soils: Implications for disease suppression
**Source:** PLoS One. 2018 May 7;13(5):e0196581. doi: 10.1371/journal.pone.0196581
**Supplement:** S4 Table

**S4 Table. Influence of soil type and land use on microbial community structure.**

|  | **Bacteria** | | ***Pseudomonas*** | |
| --- | --- | --- | --- | --- |
| **PERMANOVA** | **√CV** | **P** | **√CV** | **P** |
| Soil Type | -11.49 | 0.999 | -11.42 | 0.968 |
| Land Use | 8.6 | **0.035** | 7.96 | **0.084** |
| Residual | 40.27 |  | 35.59 |  |

Bray-Curtis similarity matrices of bacteria (T-RFLP) and Pseudomonas (DGGE) community assemblage data were analysed by permutation-based multivariate ANOVA. Soil type (11 soil orders) and land use (‘dairy’ or ‘other’) were fixed factors in the PERMANOVA design. √CV is the square-root of the component of variation (Anderson et al. 2008), which provides a measure of the size of effect for each component in the analysis. P values were derived from permutation testing (x999; PERMANOVA, PRIMER).

**Reference:** Anderson MJ, Gorley RN, Clarke KR. PERMANOVA + for PRIMER: Guide to Software and Statistical Methods. Plymouth, UK: PRIMER-R Ltd; 2008.

# Supplementary material for: Effect of land use and soil organic matter quality on the structure and function of microbial communities in pastoral soils: Implications for disease suppression
**Source:** PLoS One. 2018 May 7;13(5):e0196581. doi: 10.1371/journal.pone.0196581
**Supplement:** S7 Table

**S6 Table. Individual step-wise regression models for each disease suppressive gene/gene category.**

|  | **Disease suppressive genes** | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **CC^a^** | **bacA** | **pabA** | **hcnB** | **phlD** | **lgrD** | **spaR** | **pcbC** | **lmbA** | **phzF** | **prnD** | **strR** | **NC^b^** |
| **P Value** | **<0.001** | **0.007** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** | **<0.001** |
| **% Variance accounted for by model (R^2^)** | **61.5** | **32.8** | **64** | **63.4** | **47.4** | **7.04** | **68.3** | **64.3** | **72.5** | **67** | **49.4** | **49.4** | **66.4** |
| **Soil Env Properties** |  | | | | | | | | | | | | |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Total carbon | 0.0164 |  | 0.0068 | 0.0286 | 0.0185 |  |  | 0.0087 |  | 0.0088 |  | 0.0328 | 0.0089 |
| Total bacteria | 0.0734 | 0.0350 | 0.0518 | 0.0771 | 0.0606 | 0.0617 | 0.0290 | 0.0785 | 0.1188 | 0.0890 | 0.1873 | 0.0941 | 0.0820 |
| Zinc | -0.0068 | -0.0114 |  |  | -0.0119 |  |  |  |  |  | -0.0170 | -0.0230 |  |
| Extractable aluminium | -0.0121 |  |  | -0.0252 |  | -0.0075 | -0.0028 | -0.0123 | -0.0150 | -0.0149 |  |  | -0.0145 |
| DOC aromatic content | -0.0114 |  | -0.0076 | -0.0126 |  | -0.0098 |  | -0.0146 | -0.0188 | -0.0173 |  |  | -0.0172 |
| Total cobalt |  | 0.0052 |  |  |  |  |  |  |  |  | 0.0150 |  |  |
| Total cadmium |  | 0.0138 |  |  |  |  |  |  |  |  |  |  |  |
| CEC |  | -0.0051 |  |  |  |  |  |  |  |  |  |  |  |
| %_d |  |  | 0.0052 |  |  | 0.0125 |  | 0.0128 | 0.0239 | 0.0150 |  |  | 0.0145 |
| pH |  |  | 0.0043 |  |  |  |  |  |  |  |  |  |  |
| Magnesium |  |  |  | -0.0148 |  |  |  |  |  |  |  |  |  |
| Total phosphorus |  |  |  |  | 0.0111 |  |  |  |  |  | -0.0217 |  |  |
| Potassium |  |  |  |  | -0.0076 |  |  |  |  |  |  | -0.0151 |  |
| Anaerobically mineralisable N |  |  |  |  |  | 0.0071 | 0.0096 |  | 0.0119 |  |  |  |  |
| rad |  |  |  |  |  |  | 0.0040 |  |  |  |  |  |  |
| Manganese |  |  |  |  |  |  | -0.0048 |  |  |  |  |  |  |
| TC |  |  |  |  |  |  |  |  |  |  | 0.0272 |  |  |
| Iron |  |  |  |  |  |  |  |  |  |  |  | 0.0159 |  |

^a^CD: carbon degradation

^b^NC: nutrient competition

How the deposited data were processed for this re-analysis (not part of the article)

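The data are signals of the functional gene array GeoChip 5.0 for DNA from 50 New Zealand pasture soils, 19 from dairy and 31 from other systems, with 1 array per soil. The authors labelled 500 ng of DNA per soil with cyanine 3, hybridised it to the array, removed spots with a signal-to-noise ratio under 2 and deposited 1 table of signal intensity on a linear scale, 1 column per soil, without the probes that had no signal in any soil. The deposited intensity values had been brought to a common level between arrays, since the mean natural log of the detected spots is the same in all 50 columns. Which step of the array pipeline did this is not stated in the paper's text. All 50 columns were used and 0 were left out. Land use and soil type were taken from the sample labels, which match S1 Table, and soil properties and DNA yield from S1 Table. Soil 41 has a dairy grazing label and the land use other, and 3 more soils with the land use other have dairy in their grazing label. The land use was kept as given.

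Signals were divided by the total of their array and multiplied by the mean total over arrays. The methods divide by the same total and multiply by the average signal intensity of the microarray, and for gene abundance each array's own mean signal was tried as an alternative. Blank spots entered sums and composition as 0. Composition was compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Natural log signals were standardised by soil total and square-root transformed, and Bray-Curtis dissimilarities were tested by PERMANOVA with residuals permuted 10000 times under the reduced model. The paper's text does not name the type of sums of squares. Only 3 of 11 soil orders hold both land uses, so each factor was tested after the other in the model without interaction, and the interaction after both. BIOENV searched all combinations of up to 4 of 39 properties, after logging skewed ones and keeping 1 of each group correlated above 0.9, with 99 permutations that repeated the search. Gene abundance was the sum of the gene's signals divided by its number of probes, multiplied by the DNA yield per gram of dry soil and expressed as log10. The methods say per gram of soil without naming the factor. A gene with no detected probe in a soil was taken as missing there, which left 44 soils for *bacA*. Differences between land uses and between Brown, Recent and Pallic soils were tested with 100000 two-sided resamples, in place of the paper's REML. The reduced linear model was tested with 10000 permutations, and 52 correlations with 100000. Networks joined 17 genes at a Pearson r of 0.9 or above per land use, and the density difference was tested with 10000 permutations of land use over soils. Benjamini-Hochberg adjustment was applied over the 13 genes and categories, or over the 52 correlations.

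Probes and gene families were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2 signals, with blank spots missing for probes detected in at least 25 soils, and on log2 of the mean signal per probe for families with at least 5 probes. For families, blank spots counted as 0. Families were fitted against land use, soil pH, Olsen phosphorus, total carbon, soil moisture and total cadmium, 1 standardised property at a time. The limma step was tested on simulated signals with these group sizes. Each probe or family was drawn independently with its own spread after division by array totals. Real probes of an array share its total, so the recovery of simulated probes does not tell how many real changes would be found. Among 51833 simulated probes it recovered 100 of 100 with a log2 change of 0.4, 61 of 100 with 0.2, 1 of 100 with 0.1 and 0 of 100 with 0.05. The changes of 0.05 and 0.1 were tried first. In the run with 0.2 and 0.4 it made 164 calls, 3 of them false. Among 667 simulated families it recovered 95 of 100 with a change of 0.3 and 53 of 100 with 0.1, with 153 calls, 5 of them false. The number of arrays limits the precision, and signals carry no counts.

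Every gene that the paper names for the array is named in the text. Of the remaining gene families and probes past the threshold, the 10 with the largest change (families) or the 5 with the lowest adjusted p (probes) in each direction are named. Lists of families fixed in advance covered nitrogen cycling, phosphorus, sulphur, methane, carbon fixation, degradation of starch, hemicellulose and cellulose, degradation of lignin and aromatics, metal resistance, antibiotic resistance and stress response. Before the design was written, a shortened copy of S3 Table for chitin genes had been tried. It gave an adjusted R2 of the reduced model well above 0 with the DNA yield factor and near 0 without it, and PERMANOVA p values far above 0.05, so these outcomes were not unknown when the settings were chosen. The alternatives, 54 fixed in advance and 12 added later, changed the signal transform, the filter on probes, the handling of blank spots, the normalization, the DNA yield factor, the scale, the land use of soils with mixed labels, covariates, the correlation and its threshold, and left out soils in turn. Bacterial abundance by qPCR, T-RFLP and DGGE data and sampling coordinates were not at hand, so these parts of the paper were left out. Figures were drawn with matplotlib 3.10.9.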

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

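The outlier tests and the test of gene families against soil moisture were set before the data were examined, and leaving out the 2 soils farthest from the median moisture and the fit of families without normalization were chosen only after the results were seen.

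In 4 groups of 5 to 8 soils, 14 measures per group (13 abundances and the number of detected probes) gave 56 tests of whether 1 soil lay far from the others. In 5 of them it did. Chance alone gives about 1 in 20, and the tests are not independent, since the abundances share the DNA yield factor. Among dairy soils on Recent soils, soil 13 had the highest abundance of 3 measures. Its gap to the next soil was 0.690 of the range for carbon degradation, 0.699 for *pcbC* and 0.728 for nutrient competition (n = 6 soils, critical value 0.625). These 3 had r of 0.999, 0.995 and 0.997 with log10 DNA yield over all soils, and soil 13 had the highest DNA yield of its group (22.6 µg per gram of dry soil). Its log10 abundance of carbon degradation genes was 4.16 against a group median of 3.96. Among dairy soils on Brown soils, soil 12 was highest for *bacA*, at 3.84 against a median of 3.26, with a gap of 0.773 of the range (n = 5, critical value 0.710). Among other soils on Brown soils, soil 27 had the fewest detected probes, 36753 against a median of 53741.5, with a gap of 0.625 of the range (n = 8, critical value 0.526).

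The paper reports on disease suppressive genes only. Over the whole array, 4 of 667 gene families changed with soil moisture per unit of hybridised DNA at an adjusted p under 0.05 from limma. Per SD of moisture, the RNA chaperone family *hfq* rose by 0.07 on the log2 scale (standard error 0.01, adjusted p = 0.00653), *msc2*, a zinc homeostasis family, by 0.11 (standard error 0.03, adjusted p = 0.0289) and *PEPC*, phosphoenolpyruvate carboxylase of carbon fixation, by 0.11 (standard error 0.03, adjusted p = 0.0475), while *Van*, vancomycin resistance, fell by 0.04 on the log2 scale (standard error 0.01, adjusted p = 0.0475). Of 100 orders of the soils, the real one included, 3 gave 4 or more families, so chance is excluded at the level of 0.05 only without adjustment for the 8 comparisons made in this way. The highest of the others gave 106, which points to a structure of the samples that was not examined. Without the 2 soils farthest from the median moisture, 0 families passed in limma and all 4 had an adjusted p of 0.996, with smaller changes of 0.04, 0.02, 0.03 and -0.02 (standard errors 0.02, 0.03, 0.03 and 0.01), so the calls rest on those soils. None of the 4 passed over detected probes (adjusted p from 0.653 to 0.771), with quantile normalization or without normalization (adjusted p from 0.199 to 0.839). The changes per SD with quantile normalization and without normalization were 0.05 and 0.05 for *hfq* (standard error 0.03 in both), 0.10 and 0.09 for *msc2* (0.04), 0.08 and 0.09 for *PEPC* (0.03) and -0.06 and -0.06 for *Van* (0.03). The calls ended there with wider standard errors for *hfq*, *msc2* and *Van*, and for *PEPC*, whose change and standard error stayed close, with the adjustment. Over detected probes their changes per SD were 0.01 (*hfq*), 0.01 (*msc2*), 0.02 (*PEPC*) and 0.02 (*Van*), each with a standard error of 0.03, so *Van* was positive there. No explanation beyond the random orders was tested.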

How the results depend on the processing

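Added after the results were seen were equal weights for soil types in the land use term, the S3 Table scale, the interaction model's residual, a floor for undetected genes, abundance without both normalization and DNA yield factor, abundance per gram of moist soil, abundance multiplied by each array's own mean signal (all its values kept their direction and side), families without normalization and families without the 2 soils farthest from the median moisture. Of 669 values of the main results under alternatives, 637 kept their direction and their side of the threshold. For composition, no alternative brought a p under 0.05: land use gave 0.0816 to 0.819, soil type 0.0961 to 0.740, the interaction 0.109 to 0.942 and BIOENV 0.88 to 1. With 1 soil left out at a time, run for land use, p was 0.251 to 0.730 and the square root of the component of variation changed sign in all sets but nutrient competition. By land use or soil type, 0 of 13 abundances passed in every alternative (permutation test), with 0 by land use and 0 or 1 by soil type at an unadjusted p under 0.05.

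Without the DNA yield factor, the reduced model passed for 0 of 13 genes (median adjusted R2 -2.04%), and with neither factor nor normalization for 0 of 13 (-5.06%). It passed for 12, all but *bacA*, on the linear scale, with quantile normalization, without normalization, on the S3 Table scale and per gram of moist soil. Without the factor, with or without normalization, 0 genes passed with total carbon, moisture or DOC aromatic content, and r with DOC aromatic content, negative for all 13 otherwise, was positive for 8 and 6 of 13. With DOC aromatic content, 0 passed also on the linear scale, without normalization, over detected probes and on the S3 Table scale. Per gram of moist soil, 3 passed with it, 1 with aluminium and 11 of 13 with moisture. The r with moisture turned negative without the factor for 5 of 13, among them carbon degradation (-0.0288) and *prnD* (-0.141), and without both for 9 of 13 (-0.0575 and -0.135 for these). Correlations between genes became 0.244 (chitinase and acetylglucosaminidase), -0.126 (Sid_bac and Sid_fun), 0.0822 (Sid_bac and Sid_arc), 0.224 (Sid_fun and Sid_arc) and 0.267 (*phzF* and *phzA*) without the factor, and 0.984, 0.894, 0.585, 0.687 and 0.812 without factor and normalization. By construction the first of these settings takes DNA yield, which all genes share, out of every abundance. The second leaves in the total signal of the array, which all genes share too and which rose with the number of detected probes.

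The density difference, dairy minus other, was -0.0294 on the linear scale, -0.00735 with Spearman correlations and 0.0809 without factor and normalization (22 edges in dairy and 11 in other soils, permutation p = 0.0693). It was 0 without the DNA yield factor, where both land uses had 0 edges. Over detected probes it was also 0, but there all 136 pairs were joined in both, so no difference could show. Leaving out 1 soil at a time gave 0.0809 (without soil 33) to 0.162. Differences between land uses that had not passed any test changed sign without the DNA yield factor for carbon degradation (-0.00165), *pabA* (-0.00311), *hcnB* (-0.00351) and *spaR* (-0.00291), and without factor and normalization for carbon degradation (-0.00948), *pabA* (-0.0109), *hcnB* (-0.0113), *spaR* (-0.0107), *pcbC* (-0.00135), *lmbA* (-0.000767), *phzF* (-0.00452), *prnD* (-0.00112) and nutrient competition (-0.00655). That of *strR* turned positive on the linear scale (287), over detected probes (0.0729), with soil 41 as dairy (0.00831) and with soil type as a covariate (0.0234). Over probes detected in all soils, limma called 1 probe by land use, *cydB* (log2 difference 0.23, adjusted p = 0.0417, 18 of 19 dairy soils above the median of other soils), and 0 in the other alternatives. The number of families that passed with moisture, 4, was 3 with no minimum number of probes, 2 with arrays centred, 1 with at least 20 probes per family, and 0 over detected probes, with quantile normalization, without normalization and without the 2 farthest soils. The cause was not tested for the density, *strR*, probe and family counts. Signals over background span a narrow range, 806 to 2510, and the number of arrays limits small differences.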

Differences from the paper's values

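Of the settings below, equal weights for soil types in the land use term, the S3 Table scale, the residual of the model with interaction and abundance per gram of moist soil were chosen only after the values were seen. All others were set before the deposited signals were examined. A shortened copy of S3 Table for chitin genes had been tried by then, so outcomes of PERMANOVA and the reduced model were partly known.

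For composition, the paper's square root of the component of variation for land use was 4.25 (All Genes), 4.48 (carbon degradation), 3.57 (nutrient competition) and 3.52 (secondary metabolism), and the values here were -0.957, -1.03, -1.59 and 0.366. Leaving out 1 soil at a time gave -1.44 to 0.797, -1.50 to 0.746, -1.88 to -1.03 and -1.07 to 1.22, with the highest value without soil 7 in all sets but nutrient competition, where it was without soil 30. The paper's P values were 0.049, 0.056, 0.063 and 0.051, and those here 0.412, 0.417, 0.615 and 0.335. None of the alternatives set in advance came within 1.5 times of these values of the paper. With the land use contrast averaged with equal weight over Brown, Recent and Gley soils, chosen after seeing the values, the square root of the component was 4.96, 5.15, 4.26 and 4.14, within that range, and so it was for 7 more transforms except nutrient competition on log, standardised signals. Under it p was 0.0856, 0.0857, 0.111 and 0.0834, and over 8 transforms and 4 sets it lay between 0.0816 and 0.153, so that the paper's P under 0.05 for All Genes was not reached. Its p fell within 1.5 times of the paper's for carbon degradation (0.0826) and nutrient competition (0.0942) on log, standardised signals.

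For soil type the paper's square root of the component was 1.56, 1.78, 0.29 and 0.78 for the same sets and that here -1.83, -1.78, -2.24 and -1.83, and no alternative came within 1.5 times. The sign differed in every alternative apart from probes detected in all soils, where the values were 0.0582, 0.0595, 0.0643 and 0.0522. The paper's P values were 0.315, 0.274, 0.43 and 0.395 and those here 0.598, 0.583, 0.687 and 0.647. For nutrient competition p came within 1.5 times without the log (0.613), without standardisation and square root (0.590) and in Brown, Recent and Gley soils only (0.615), and for secondary metabolism in the same settings (0.586 and 0.541 in the first 2). On the S3 Table scale both did (0.624 and 0.592), and with the residual of the model with interaction nutrient competition did (0.645). No other alternative did, and none for All Genes or carbon degradation. The paper's interaction P for nutrient competition was 0.084 and that here 0.137, with 0.121 for probes detected in at least 3 soils and 0.116 with soil 41 as dairy, and no other alternative within 1.5 times. The paper's BIOENV correlation for nutrient competition was 0.206 and that here 0.101, with 0.189 when no property was logged and no other alternative within 1.5 times.

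The reduced model here has 4 properties and lacks bacterial abundance, the paper's other term. For *bacA* the paper's R2 was 2.6% and the adjusted R2 here 17.1%, and none of the alternatives set in advance came within 1.5 times. For *phlD* the paper's value was 29.6% against 52.9% here, and for *strR* 26.2% against 47.7%. Both came within 1.5 times with quantile normalization (42.2% and 36.4%), without normalization (41.2% and 35.9%), with log-transformed signals (41.3% and 36.2%) and on the S3 Table scale (41.6% and 36.1%), and under no other alternative set in advance. Per gram of moist soil, chosen after the values were seen, they were 31.1% and 30.9% and that of *bacA* was 1.87%, all within 1.5 times, while *spaR* then left that range (16.6% against the paper's 42.1%). The paper states that the model failed for 1 gene, *bacA*. Here all 13 passed (permutation test), and 12 did, all but *bacA*, on the linear scale (adjusted p = 0.0780 for *bacA*), with quantile normalization (0.0596) and without normalization (0.0552), which were set in advance, and on the S3 Table scale (0.0561) and per gram of moist soil (0.319), chosen after the values were seen. Without the DNA yield factor, with or without normalization, 0 of 13 passed. For single properties, with aluminium logged, the directions in the paper's Table 4 were those of the Pearson r here, apart from total carbon in *bacA* and *prnD*, where the paper's slope has no direction. The sizes of the slopes were not compared. The adjusted R2 here was above the paper's R2 for every gene and category, also where it lay within 1.5 times. The paper does not name its factor per gram of soil, so its abundances may be another quantity than those here.

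The network density difference, dairy minus other, is about -0.09 in Fig 3C, read by eye, and was 0.140 here, and no alternative came within 1.5 times of it. The linear scale (-0.0294) and Spearman correlations (-0.00735) gave its sign. The paper describes the network of other soils as the denser one, with more genes left unjoined in dairy soils. Here dairy soils had the denser network on the log10 scale, and 4 genes were unjoined in dairy soils against 6 in other soils.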

Other observations

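The lists of gene families and the splits of the soils were fixed before the data were examined, whereas the tests on DNA yield, on the conversion to dry soil and on the networks, the directions of the lists under other scalings and the land use contrast with equal weights were chosen only after the results were seen.

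Beyond disease suppression, the array covers the cycling of nutrients and resistance genes, and for these too no difference between dairy and other soils passed the test per unit of hybridised DNA. Of 667 gene families, 0 passed by land use at an adjusted p under 0.05 from limma and 21 had an unadjusted p under 0.05. The families of 10 lists, 112 in all, gave 0 over all families and 0 adjusted over the list alone. Among nitrogen cycling genes 9 of 17 families were higher in dairy soils, with a median log2 difference of 0.00. The counts were 2 of 3 for phosphorus, 2 of 8 for sulphur, 1 of 4 for methane, 2 of 5 for carbon fixation, 4 of 11 for degradation of starch, hemicellulose and cellulose, 6 of 7 for lignin and aromatics, 14 of 19 for metal resistance, 6 of 11 for antibiotic resistance and 14 of 27 for stress response. All these counts were the same with arrays centred on the median family. Over detected probes and with quantile normalization the median of all families moved from near 0 to 0.02 and -0.03, and most families of the lists moved with it, all being higher in dairy soils in the first case and few in the second (2 of 17 for nitrogen cycling, for example), so these scalings say nothing about single lists. Of single probes of the whole array, 0 of 51833 passed in limma and 189 had an unadjusted p under 0.05, a smaller share than the 0.05 that chance gives for independent probes. This last count depends on the scaling, with 1663 under quantile normalization and 1266 without normalization, where 0 passed as well.

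Against soil pH, Olsen phosphorus, total carbon and total cadmium, 0 of 667 families passed in limma, with 8, 8, 18 and 72 at an unadjusted p under 0.05. Adjusted over the list alone, *rubisco*, the carbon dioxide fixing enzyme, was lower with more cadmium (log2 change per SD -0.02, adjusted p = 0.00776), *arsA_fungi*, an arsenic resistance family, was higher with more cadmium (0.05, adjusted p = 0.0224), the manganese peroxidase family *mnp* was higher in wetter soils (0.05, adjusted p = 0.0167) and *Van* was lower there (adjusted p = 0.00313). All 4 kept their direction with arrays centred, with quantile normalization and without normalization. In the last 2 settings *mnp* was at 0.03 (standard error 0.02) and *arsA_fungi* at 0.02 (standard error 0.03), so their direction is uncertain there. In the same settings *rubisco* was at -0.045 (standard error 0.03), farther from 0 than before. Over detected probes all 4 had small positive values (0.03 for *rubisco*, 0.02 for the others, standard error 0.02 or 0.03), *rubisco* and *Van* included, so that scaling does not tell the families apart. Adjusted over all 667 families, *Van* passed in limma (0.0475) and the other 3 did not (0.345 for *rubisco* and *arsA_fungi*, 0.165 for *mnp*). Where 0 features passed, all 100 of 100 splits or orders of the soils give as many by construction, so this comparison decides nothing. The highest count in the other splits was 0 for probes of disease suppressive genes, 0 for all probes and 5 for families by land use, and 1, 1, 1 and 7 for families against pH, Olsen phosphorus, total carbon and cadmium, where each real count was 0.

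Gene abundances per gram of soil followed 4 soil properties in all 13 genes. A candidate explanation is that they follow the amount of DNA in the soil and not the share of these genes in it, since the median adjusted R2 was -2.04% without the DNA yield factor and the same model of log10 DNA yield itself had an adjusted R2 of 73.9%. The tables argue against a part played by the number of detected probes per array, which had an r of -0.0103 with log10 DNA yield (permutation p = 0.943, rho = -0.0856). Detection within single genes was not tested in this way. The tables also argue against the conversion to dry soil as the whole source, because the median adjusted R2 per gram of moist soil was 47.1%. A larger microbial biomass in wetter and more carbon-rich soils stays open, and no test here tells it from a better yield of the DNA extraction.

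On the log10 scale the network was denser in dairy soils. Land use labels placed by chance remain open as an explanation (permutation p = 0.180), and the scale matters, since the difference was -0.0294 on the linear scale. The smaller number of dairy soils stays open too, as 3.2% of draws of 19 other soils reached the density of the dairy soils, which equals the upper end of the range that holds 95% of the draws (0.537). The joined pairs also share the DNA yield factor, and without it both networks had 0 edges. An effect of land use on how genes vary together was not separated from any of these.

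With soil types weighted equally, the land use contrast in composition had a pseudo-F of 2.41 for All Genes (permutation p = 0.0856). It was 0.887 for land use after soil type in the model without interaction. The contrast with equal weights may rest on the 2 Gley soils, 1 dairy and 1 other, since without them its pseudo-F was 0.887 (permutation p = 0.422). These soils differed by 27.3%, against a median of 13.1% over all pairs, and 3.51% of pairs were as far apart. It could also follow the number of detected probes, with which the pseudo-F fell to 1.35. A difference between land uses that is special to Gley soils cannot be examined with 1 soil each.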
